# Inhibition of mPGES-1 attenuates efficient resolution of acute inflammation by enhancing CX3CL1 expression

**DOI:** 10.1038/s41419-021-03423-2

**Published:** 2021-02-02

**Authors:** Peter Rappl, Silvia Rösser, Patrick Maul, Rebekka Bauer, Arnaud Huard, Yannick Schreiber, Dominique Thomas, Gerd Geisslinger, Per-Johan Jakobsson, Andreas Weigert, Bernhard Brüne, Tobias Schmid

**Keywords:** Acute inflammation, Peritoneal macrophages

## Abstract

Despite the progress to understand inflammatory reactions, mechanisms causing their resolution remain poorly understood. Prostanoids, especially prostaglandin E_2_ (PGE_2_), are well-characterized mediators of inflammation. PGE_2_ is produced in an inducible manner in macrophages (Mϕ) by microsomal PGE_2_-synthase-1 (mPGES-1), with the notion that it also conveys pro-resolving properties. We aimed to characterize the role of mPGES-1 during resolution of acute, zymosan-induced peritonitis. Experimentally, we applied the mPGES-1 inhibitor compound III (CIII) once the inflammatory response was established and confirmed its potent PGE_2_-blocking efficacy. mPGES-1 inhibition resulted in an incomplete removal of neutrophils and a concomitant increase in monocytes and Mϕ during the resolution process. The mRNA-seq analysis identified enhanced C-X3-C motif receptor 1 (CX3CR1) expression in resident and infiltrating Mϕ upon mPGES-1 inhibition. Besides elevated *Cx3cr1* expression, its ligand CX3CL1 was enriched in the peritoneal lavage of the mice, produced by epithelial cells upon mPGES-1 inhibition. CX3CL1 not only increased adhesion and survival of Mϕ but its neutralization also completely reversed elevated inflammatory cell numbers, thereby normalizing the cellular, peritoneal composition during resolution. Our data suggest that mPGES-1-derived PGE_2_ contributes to the resolution of inflammation by preventing CX3CL1-mediated retention of activated myeloid cells at sites of injury.

## Introduction

Inflammatory responses are essential for an effective host defense against pathogenic threats such as invading bacteria or viruses^1,2^. The onset of acute inflammation is typically characterized by a rapid and fulminant influx of neutrophils, i.e. polymorphonuclear cells (PMN), into inflamed tissues, where they form a first line of defense to eliminate pathogens. Thereafter, monocytes (MO) are recruited, followed by their differentiation into distinct macrophage (Mϕ) subsets. Mϕ not only phagocytose invading pathogens and present them via their major histocompatibility complexes (MHC) to the adaptive immune system, they also remove short-lived, dying neutrophils in a process known as efferocytosis^3–5^. The uptake of apoptotic cells alters the phenotype of Mϕ from a pro-inflammatory to an immune-regulatory one^6–9^, thereby contributing to the resolution of inflammation, i.e. normalization of tissue homeostasis^10–12^. Effective resolution of inflammation is important to avoid tissue damage by producing uncontrolled destructive signals. Unfortunately, the transition from inflammation to its resolution remains incompletely understood. There is increasing evidence that the resolution phase is already initiated early during onset of inflammation and that interfering with early inflammatory reactions alters resolution as well^11,13^. Along these lines, recent studies indicated that the well-established pro-inflammatory lipid mediator prostaglandin E_2_ (PGE_2_)^14^ also bears pro-resolving properties^15–20^. This is of interest, since non-steroidal anti-inflammatory drugs (NSAIDs), which are the main class of non-prescribed, over the counter anti-inflammatory drugs, target cyclooxygenases to inhibit the production of prostanoids, most notably PGE_2_^21,22^. More specific inhibitors of PGE_2_ production have recently been developed to target the terminal synthase active under inflammatory conditions, i.e. the microsomal PGE_2_ synthase-1 (mPGES-1)^23–25^.

In this study, we explored the role of PGE_2_ during resolution of inflammation. Experimentally, we blocked PGE_2_ production in a zymosan-induced peritonitis model, selectively during the resolution phase using a specific mPGES-1 inhibitor^26^.

## Results

### Inhibition of mPGES-1 alters resolution of zymosan-induced peritonitis

While the role of prostanoids, especially PGE_2_, during the initial phase of inflammation is well characterized, its impact towards resolution of inflammation remains largely elusive. To better understand how PGE_2_ contributes to late inflammatory processes, we induced a self-limiting peritonitis in C57/BL6 mice by intraperitoneal (i.p.) injection of zymosan (5 mg/kg), and inhibited PGE_2_ synthesis by daily i.p. injections of the selective mPGES-1 inhibitor CIII (25 mg/kg)^26^ once the inflammatory response was established for 24 h (Fig. 1A). FACS analyses (gating strategy see Supplementary Fig. 1) supported the transient character of the peritonitis model as the massive increase of leukocytes (CD45^+^) observed at day 1 was reversed starting at day 3. Inhibition of mPGES-1 attenuated this decrease, resulting in higher leukocyte numbers in the peritoneum at days 3 and 6 (Fig. 1B). With respect to neutrophils (PMN), the major cellular infiltrates during inflammation, we noticed only a small increase in cell numbers comparing vehicle control (VEH)- vs. CIII-treated mice at day 6 (Fig. 1C). Since Mϕ coordinate early as well as late inflammatory processes, we next determined the presence of MO and Mϕ. There was a massive infiltration of MO at day 1, which returned to basal levels at day 6 in VEH-treated mice. In contrast, MO numbers started to increase again at day 6 compared to day 3 upon mPGES-1 inhibition (Fig. 1D). Importantly, two subsets of Mϕ are found in the peritoneum, F4/80^lo^, MerTK^lo^ Mϕ, which are considered as infiltrating Mϕ of monocytic origin, and F4/80^hi^, MerTK^hi^ Mϕ, which represent the resident Mϕ population, either of mesodermal descent or differentiated from infiltrating Mϕ^27,28^. In control animals, F4/80^lo^ Mϕ number behaved similarly to MO although their increase was less pronounced at day 1, returning to baseline levels at day 6 (Fig. 1E). CIII-treatment showed higher numbers of F4/80^lo^ Mϕ at day 3, which further increased at day 6 compared to controls. In contrast, the number of F4/80^hi^ Mϕ steadily decreased over time in control animals but remained at high, starting levels, when mPGES-1 was blocked (Fig. 1F). Determination of PGE_2_ concentrations in the peritoneal lavage validated the efficacy of CIII to prevent an increase of PGE_2_ especially at early times of resolution, i.e. at day 3 (Fig. 1G). It appears that PGE_2_ is needed to normalize the myeloid cell composition during resolution of inflammation in zymosan-induced, acute peritonitis.

**Fig. 1:**
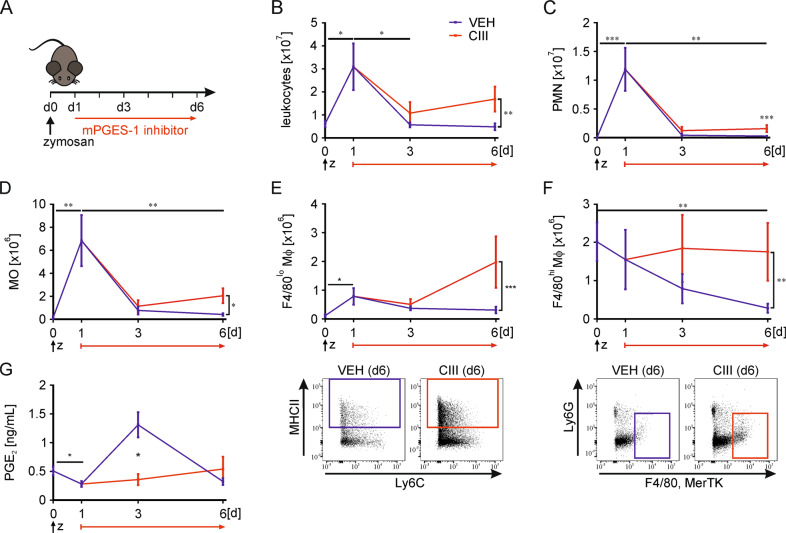
Inhibition of mPGES-1 alters the cellular composition during resolution of zymosan-induced peritonitis. **A** Starting 24 h post i.p. zymosan (5 mg/kg) injection, mice received daily i.p. injections of the mPGES-1 inhibitor compound III (CIII) (25 mg/kg) or the appropriate vehicle control (VEH). **B–F** Cellular composition of the peritoneal lavages was analyzed by FACS. Numbers of viable (**B**) leukocytes (CD45^+^), (**C**) PMNs (CD11b^+^, Ly6G^+^), (**D**) monocytes (MO; Ly6G^lo^, F4/80^lo^, MerTK^lo^, MHCII^–^), (**E**) F4/80^lo^ (Ly6G^lo^, F4/80^lo^, MerTK^lo^), and (**F**) F4/80^hi^ (Ly6G^lo^, F4/80^hi^, MerTK^hi^) macrophages (Mϕ) in the peritoneum. Representative dot-blots of (**E**, *lower panel*) F4/80^lo^ Mϕ and (**F**, *lower panel*) F4/80^hi^ Mϕ at day 6. **G** PGE_2_ concentrations in the peritoneal lavages were determined by LC/MS/MS. Data are represented as means ± SEM (*n* ≥ 6 per group). For statistical analysis within each treatment, one-way ANOVA with Holm–Sidak posthoc test was used for parametric data, otherwise, Kruskal–Wallis test was used. Analysis between the treatments for parametric data was done via two-way ANOVA with Holm–Sidak posthoc test, non-parametric data were log-transformed (*p < 0.05, **p < 0.01, ***p < 0.01).

### Inhibition of mPGES-1 alters the macrophage resolution phenotype

As PGE_2_ affects the number of Mϕ during resolution of inflammation, we were interested to explore whether their polarization is affected as well. To this end, we determined transcriptome changes in F4/80^lo^ and F4/80^hi^ Mϕ subpopulations (Fig. 1E, F) by mRNA-sequencing. 

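Sorted Mϕ of each subpopulation were sequenced at day 6 from mice given zymosan (5 mg/kg) followed by VEH or CIII (25 mg/kg), with 3 libraries per treatment and 12 libraries in all. The libraries were made with a 3′ mRNA kit that tags molecules with unique molecular identifiers (UMI). The authors counted UMI-collapsed reads per gene on GRCm38, and deposited them as normalized counts, each library divided by a size factor set within its own subpopulation. All deposited values were whole multiples of the value of 1 read (100% of the values in each library), so the depth of each library could be read from them. The VEH libraries of F4/80 lo Mϕ held 836686, 708083 and 3389448 reads on genes (median 836686), and the CIII libraries 1301131, 426624 and 862676 (median 862676), in the order of their replicate numbers. The VEH libraries of F4/80 hi Mϕ held 724312, 691665 and 1050715 reads (median 724312), and the CIII libraries 1252504, 738581 and 1743889 (median 1252504). Because the subpopulations were normalized separately, normalized counts were compared between treatments within a subpopulation. Levels were compared between subpopulations only to choose genes for a test of F4/80 lo cells in the sorted F4/80 hi fraction. The log2 of the normalized count plus a pseudocount of 1 was tested with limma (two-sided, empirical Bayes with a mean-variance trend) in the 10718 genes of F4/80 lo and the 10499 genes of F4/80 hi Mϕ with a mean of at least 3 normalized counts. Log2 fold changes on that scale understate the change of weakly expressed genes. Adjusted p-values are Benjamini-Hochberg values over the genes of a subpopulation. An exact permutation test of 3 libraries against 3 cannot give a p below 0.1. Single genes are therefore described by limma's p and by whether all 3 CIII libraries lay on the same side of all 3 VEH libraries. The libraries with replicate number 3 stood apart from those with numbers 1 and 2 in both treatments and both subpopulations. The gene Gm42418 took between 2.65% and 14.3% of their reads and at most 0.579% of the reads of the other libraries.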

Amongst the top 250 differentially expressed genes (DEGs) in F4/80^lo^ Mϕ (Fig. 2A, Supplementary Table 1) 95 genes were upregulated when mPGES-1 was blocked. These showed an enrichment in GO terms towards immune cell activation processes (Fig. 2B), while the downregulated genes revealed GO terms associated with chemotaxis and migration (Fig. 2C). 

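In F4/80 lo Mϕ, 0 genes had an adjusted p-value under 0.05 in limma's test, with a smallest adjusted p of 0.9996. An unadjusted p under 0.05 was reached by 289 genes, 116 of them higher and 173 lower with CIII. Uniform p-values would give 535.9 genes, but this fit was conservative. In simulated data 1.29% of unchanged genes passed. Regroupings that, like the real grouping, put libraries with the same replicate number on opposite sides gave 136, 145 and 99 genes. With the replicate number as a block in the same model, 738 genes had an unadjusted p under 0.05 and 0 genes an adjusted p under 0.05. In 936 genes (8.73%) the 3 libraries of each treatment did not overlap, where chance gives 10% if every grouping of the libraries is equally likely. Weighting each library by its quality moved the counts most, to 1228 genes at an unadjusted p under 0.05 and 2 genes at an adjusted p under 0.05. These were Ffar2 (limma, adjusted p = 0.0239, and at least 0.302 in the other alternatives) and Card9 (limma, adjusted p = 0.0280, and at least 0.472 in the others). Ranked by absolute log2 fold change, the top 250 genes comprised 57 upregulated and 193 downregulated genes, each with an absolute log2 fold change of at least 1.81. Of these 250 genes, 103 had an unadjusted p under 0.05 and 149 a mean under 10 normalized counts. Ranking by p instead gave 99 upregulated genes. The number of upregulated genes was 40 without CIII replicate 3, 92 without CIII replicate 2 and 130 after quantile normalization. Among genes whose treatments did not overlap, the 5 with the smallest p were Lrg1, Ffar2, Ccl2, Pfn1 and Card9. Lrg1 (ENSMUSG00000037095, chromosome 17 from 56119678 to 56122001) had 20.4 ± 10.7 normalized counts with VEH and 102.5 ± 25.5 with CIII (SD, n = 3 each). Its log2 fold change was 2.36 (standard error 0.46, limma p = 0.000303, exact permutation p = 0.1) and stayed between 2.10 and 2.74 with each library left out. Ffar2 (ENSMUSG00000051314, chromosome 7 from 30818348 to 30823775) rose from 6.60 ± 3.43 to 89.6 ± 80.2 normalized counts (SD, n = 3 each). Its log2 fold change was 3.34 (standard error 0.68, limma p = 0.000439, exact permutation p = 0.1), and 2.65 without CIII replicate 1. Pfn1 fell by 2.00 (limma p = 0.000871) and Card9 fell by 1.94 (limma p = 0.00138) on the log2 scale, each with an exact permutation p of 0.1.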

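GO annotation was not used here. Gene families and cell type markers listed by symbol were tested instead with camera of limma, a test of a list's genes against all other genes with a preset inter-gene correlation of 0.01, adjusted over the 12 lists with at least 3 tested genes. Of the 37 chemokine ligand genes listed, 19 were tested in F4/80 lo Mϕ, and 15 of them were lower and 4 higher with CIII. Their median log2 fold change was −1.05 (camera, adjusted p = 0.00216), and the medians within replicate numbers 1, 2 and 3 were −0.20, −1.59 and −1.0. The adjusted p of this list rose to 0.0643 without VEH replicate 2 and to 0.0634 without CIII replicate 3. Estimating the inter-gene correlation from the data moved it most, to 0.438. Under that estimate, and under the rotation test fry, 0 of the lists in either subpopulation kept an adjusted p under 0.05. The downregulated genes of the top 250 included 6 chemokine ligand genes (Ccl2, Ccl3, Ccl7, Ccl8, Ccl12 and Ccl24), where 0.342 would be expected (Fisher's exact test, p = 1.69e-05 after adjustment over 24 tests per subpopulation). Chemokine genes have similar copies, and the paper's text does not name how reads matching several copies were handled. Ccl2 (ENSMUSG00000035385, chromosome 11 from 82035571 to 82037453) fell from 83.0 ± 27.6 to 17.9 ± 4.82 normalized counts (SD, n = 3 each). Its log2 fold change was −2.12 (standard error 0.44, limma p = 0.000524, exact permutation p = 0.1). The downregulated genes also held 4 interferon-stimulated genes (Ifit1, Mx2, Oasl1 and Usp18), where 0.432 would be expected (Fisher's exact test, adjusted p = 0.00781), and 3 DNA replication genes (Cdk1, Rrm1 and Rrm2), where 0.378 would be expected (Fisher's exact test, adjusted p = 0.0361). All 21 tested genes of the DNA replication and mitosis list were lower with CIII, with a median log2 fold change of −0.67 (camera, adjusted p = 0.00169, but 0.380 without VEH replicate 1). Within replicate numbers 1, 2 and 3 the medians of this list were −1.56, −1.06 and 1.07. The upregulated genes held 2 dendritic cell markers (Btla and Cdh1), where 0.0479 would be expected (Fisher's exact test, adjusted p = 0.00781), and 0 MHC class II genes.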

In F4/80^hi^ Mϕ, the 60 upregulated candidates amongst the top 250 DEGs (Fig. 2D, Supplementary Table 2) showed a pronounced enrichment in processes linked to antigen processing and presentation via MHCII (Fig. 2E), while GO terms linked to metabolic processes were found in the downregulated targets (Fig. 2F). 

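The top 250 genes of F4/80 hi Mϕ by absolute log2 fold change comprised 123 upregulated and 127 downregulated genes, and 68 upregulated genes when ranked by p. Their absolute log2 fold changes were at least 1.60, 86 of the 250 had an unadjusted p under 0.05, and 136 had a mean under 10 normalized counts. Over all genes tested, 0 had an adjusted p under 0.05 in limma's test (smallest 0.992, for Rps27l). An unadjusted p under 0.05 was reached by 413 genes, 135 of them higher and 278 lower with CIII, and by 1187 genes with the replicate number as a block. In 1102 genes (10.5%) the treatments did not overlap, against 10% if every grouping of the libraries is equally likely. All 8 tested MHC class II genes were higher with CIII, with a median log2 fold change of 1.57 (camera, adjusted p = 0.000150). Their medians within replicate numbers 1, 2 and 3 were 1.90, 0.71 and 2.21. The adjusted p of this list stayed between 4.92e-10 and 0.0405 with each library left out. Without CIII replicate 3 it was 0.0405. All 83 tested ribosomal protein genes were lower, with a median of −1.16 (camera, adjusted p = 5.96e-35). Of the 78 tested genes of the mitochondrial respiratory chain and ATP synthase, 76 were lower, with a median of −0.94 (camera, adjusted p = 1.05e-28). Both of these lists kept an adjusted p under 0.05 without any 1 library (at most 5.96e-16). Regrouping the libraries also gave very small p-values, so their size overstates the evidence. The −log10 of the unadjusted camera p was 35.3 and 28.8 for the real grouping. It was 13.2 and 14.6 for a regrouping that put libraries with the same replicate number on opposite sides. Another, which did not, gave 25.9 and 23.1. Rescaling each library to the same total moved the median of all genes from 0.05 to 0.15 on the log2 scale. Relative to that shift, the MHC class II median was 1.52 and the ribosomal protein median −1.23. The upregulated genes of the top 250 included 4 MHC class II genes (Ciita, H2-Aa, H2-Ab1 and H2-Eb1), where 0.0937 would be expected (Fisher's exact test, adjusted p = 2.91e-05), and 2 B cell markers (Ebf1 and Ighm), where 0.0469 would be expected (Fisher's exact test, adjusted p = 0.00644). The downregulated genes included 7 ribosomal protein genes, where 1.00 would be expected (Fisher's exact test, adjusted p = 0.000746), and 3 respiratory chain genes, where 0.944 would be expected (Fisher's exact test, adjusted p = 0.211). The paper's own top 250, which ranks other values, held 33 ribosomal protein and 26 respiratory chain genes among its downregulated genes. Rps27l (ENSMUSG00000036781, chromosome 9 from 66946086 to 66949516) fell from 195.0 ± 51.8 to 65.3 ± 14.5 normalized counts (SD, n = 3 each), a log2 fold change of −1.55. Atp5k (ENSMUSG00000050856, chromosome 5 from 108433244 to 108434448) fell from 427 ± 98.9 to 157 ± 40.4 normalized counts (SD, n = 3 each), a log2 fold change of −1.44. Among genes whose treatments did not overlap, the 5 with the smallest p were Rps27l, Gm5963, Rpl39, Nme1 and Atp5k, with limma p-values from 0.00166 to 0.00254. Ribosomal protein genes have many processed pseudogenes of similar sequence, and Gm5963 is annotated as a processed pseudogene, so the split of reads among them is uncertain.

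**Figure D1:**
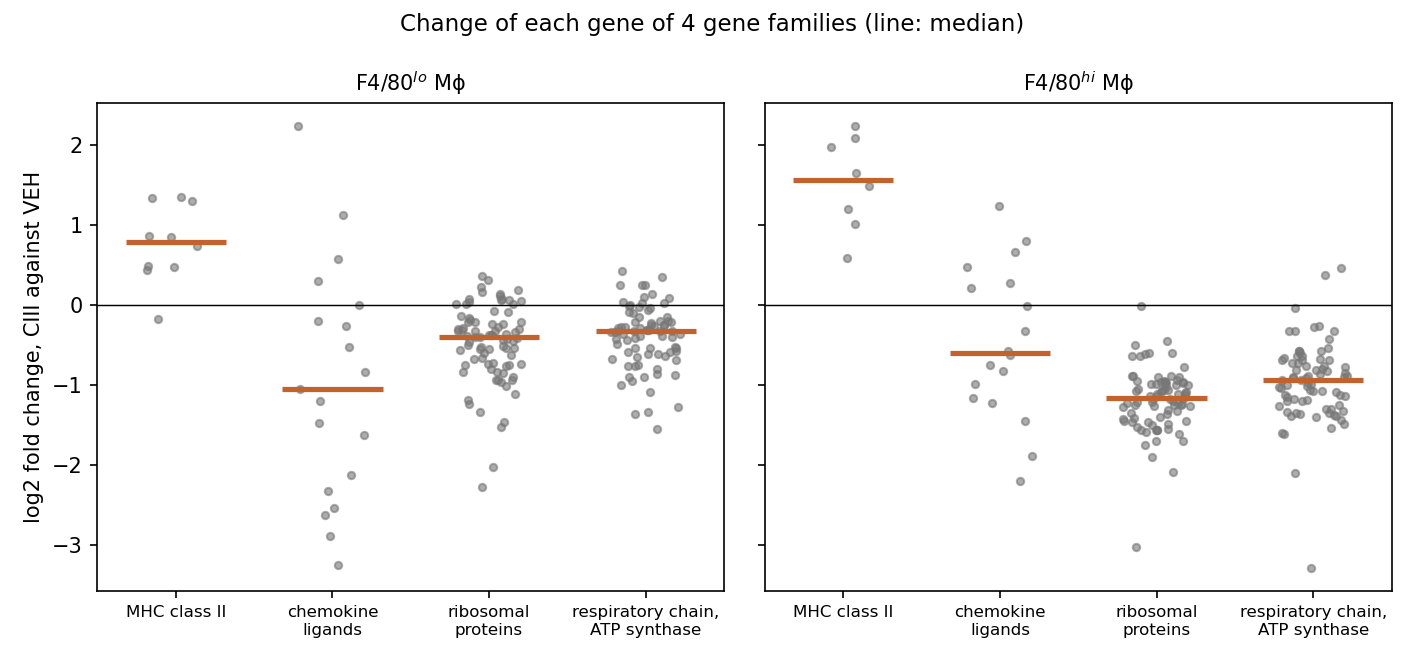
Log2 fold changes (CIII against VEH, log2 of normalized counts plus a pseudocount of 1) of the tested genes of 4 gene families in F4/80 lo and F4/80 hi Mϕ, which were normalized separately, with a point per gene and a line at the median. The 83 ribosomal protein genes of F4/80 hi Mϕ all lie below 0 (82 of 83 when rescaled to the same total or to the total without rRNA and mitochondrial genes) and the 8 MHC class II genes all above 0 under each scaling.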

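Of the top 250 genes of each subpopulation ranked here by absolute log2 fold change, 196 in F4/80 lo and 221 in F4/80 hi Mϕ belonged to the 10097 genes tested in both. The lists had 18 genes in common, where 4.29 would be expected (odds ratio 4.83, Fisher's exact test, p = 2.71e-07, across genes, which are not independent replicates). Of these 18 genes, 16 changed in the same direction. Upregulated in both were 7 genes (Cdh1, Mamdc2, Iigp1, Dgkg, Gbp2b, E230029C05Rik and Ing4), and downregulated in both were 9 (Ccl12, Ccl24, Trmt5, Rps6-ps3, Tma7, Capn15, Gm26691, Snord49b and Pdcd5-ps). The number shared in the same direction was 13 without CIII replicate 3, 32 without VEH replicate 3 and 33 without CIII replicate 2, and 7 in replicate numbers 1 and 2 alone. Across the genes tested in both, the log2 fold changes of the subpopulations had a Pearson correlation of 0.226, which was 0.158 without CIII replicate 3, 0.382 without CIII replicate 2 and 0.442 without VEH replicate 3. The libraries can be split into groups of 3 against 3 in 10 ways, the real split included, and 8 of these, made alike in both subpopulations, gave at least as many shared genes.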

Interestingly, only 19 of the top 250 DEGs were shared between F4/80^lo^ and F4/80^hi^ Mϕ (Fig. 2G). Of these, six were upregulated (including CX3C motif chemokine receptor 1 (Cx3cr1), integrin β7 (Itgb7), and H2-Eb1), while 13 were downregulated upon mPGES-1 inhibition (including C–C motif chemokine ligand 12 (Ccl12) and fatty acid-binding protein 5 (Fabp5)).

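Cx3cr1 (ENSMUSG00000052336, chromosome 9 from 119901616 to 120069879) rose with CIII from 229 ± 109 to 627 ± 251 normalized counts in F4/80 lo and from 34.9 ± 34.3 to 98.0 ± 61.7 in F4/80 hi Mϕ (SD, n = 3 each). Its log2 fold changes were 1.49 (standard error 0.48, limma p = 0.00974, exact permutation p = 0.1) and 1.71 (standard error 0.67, limma p = 0.0312, exact permutation p = 0.3). They ranged from 1.02 without VEH replicate 3 to 1.89 in F4/80 lo and from 1.23 to 2.46 without VEH replicate 3 in F4/80 hi Mϕ with each library left out. Itgb7 (ENSMUSG00000001281, chromosome 15 from 102215995 to 102231944) rose from 122.6 ± 35.2 to 307 ± 80.0 normalized counts in F4/80 lo and from 100.1 ± 32.0 to 237.5 ± 50.1 in F4/80 hi Mϕ (SD, n = 3 each). The limma test gave it a log2 fold change of 1.33 (standard error 0.37, p = 0.00373) and 1.26 (standard error 0.36, p = 0.00628), respectively, with an exact permutation p of 0.1 for each. H2-Eb1 (ENSMUSG00000060586, chromosome 17 from 34305867 to 34316674) rose from 1484 ± 758 to 3506 ± 1184 normalized counts in F4/80 lo Mϕ (SD, n = 3 each). There its log2 fold change was 1.34 (standard error 0.53, limma p = 0.0273, exact permutation p = 0.1), but within replicate number 2 it was 0.03. H2-Eb1 of F4/80 hi Mϕ had 194 ± 135 normalized counts with VEH and 1403 ± 1757 with CIII (SD, n = 3 each). The log2 fold change of 2.08 (standard error 0.96, limma p = 0.0576, exact permutation p = 0.2) fell to 0.95 without CIII replicate 3, which alone held 3413 normalized counts. Ccl12 (ENSMUSG00000035352, chromosome 11 from 82101845 to 82103400) was weakly expressed, with 5.82, 10.3 and 42.0 normalized counts in the VEH and 2.84, 0 and 0 in the CIII libraries of F4/80 lo Mϕ. The log2 fold change of −3.25 (standard error 1.02, limma p = 0.00856, exact permutation p = 0.1) depends on the pseudocount and was −1.77 with a pseudocount of 5. Ccl12 of F4/80 hi Mϕ fell from 26.5 ± 33.4 to 4.14 ± 3.45 normalized counts (SD, n = 3 each), with a log2 fold change of −1.88 (standard error 0.96, limma p = 0.0811, exact permutation p = 0.2), and of −0.87 without VEH replicate 3. Fabp5 (ENSMUSG00000027533, chromosome 3 from 10012548 to 10016607) fell from 41.3 ± 35.1 to 15.1 ± 10.9 normalized counts in F4/80 lo and from 183 ± 225.6 to 61.5 ± 34.1 in F4/80 hi Mϕ (SD, n = 3 each). Its log2 fold changes, −1.29 (standard error 0.69, limma p = 0.0896, exact permutation p = 0.3) and −0.98 (standard error 0.86, limma p = 0.282, exact permutation p = 0.6), were within the spread between libraries in the fit without the replicate number. With the replicate number as a block, limma gave H2-Eb1, Ccl12 and Fabp5 of F4/80 hi Mϕ an unadjusted p of 0.000263, 0.0285 and 0.0429, and an adjusted p over all genes of 0.155, 0.373 and 0.422. Fabp5 was higher with CIII within replicate number 2 of both subpopulations. Leaving out VEH replicate 1 changed its log2 fold change to −0.64 in F4/80 lo and to 0.05 in F4/80 hi Mϕ. All 19 genes of Fig. 2G changed here in the direction the figure gives, 6 up and 13 down, in both subpopulations. Their log2 fold changes had an unadjusted p under 0.05 for 17 genes in F4/80 lo and 11 genes in F4/80 hi Mϕ, and for 18 and 17 genes with the replicate number as a block.

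**Figure D2:**
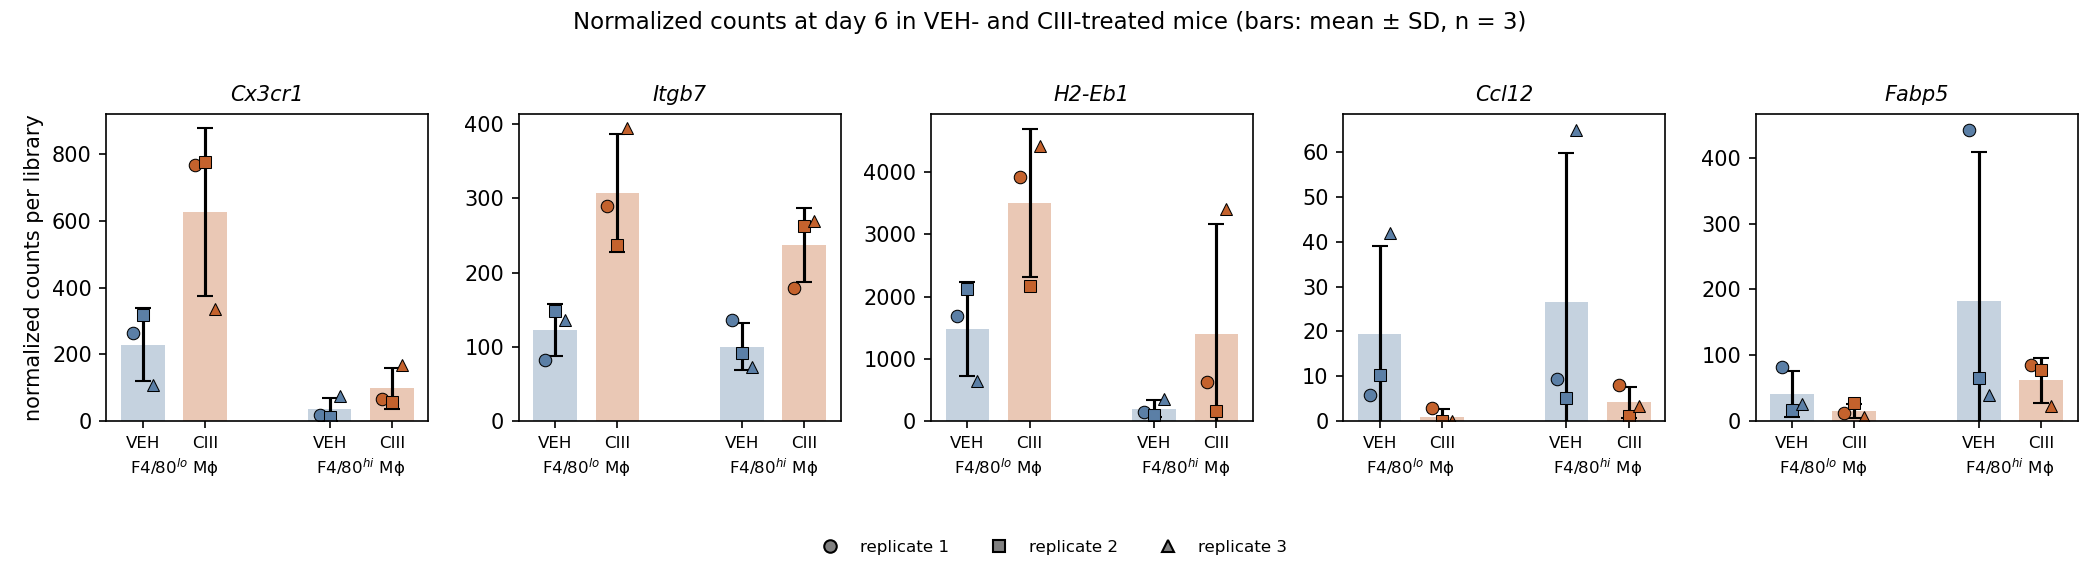
Normalized counts of Cx3cr1, Itgb7, H2-Eb1, Ccl12 and Fabp5 in the VEH and CIII libraries of F4/80 lo and F4/80 hi Mϕ, which were normalized separately, with a point per library and the mean ± SD (n = 3). Error bars that pass below 0 end at the axis, and in F4/80 hi Mϕ the point of CIII replicate 3 for H2-Eb1 lies at 3413.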

**Fig. 2:**
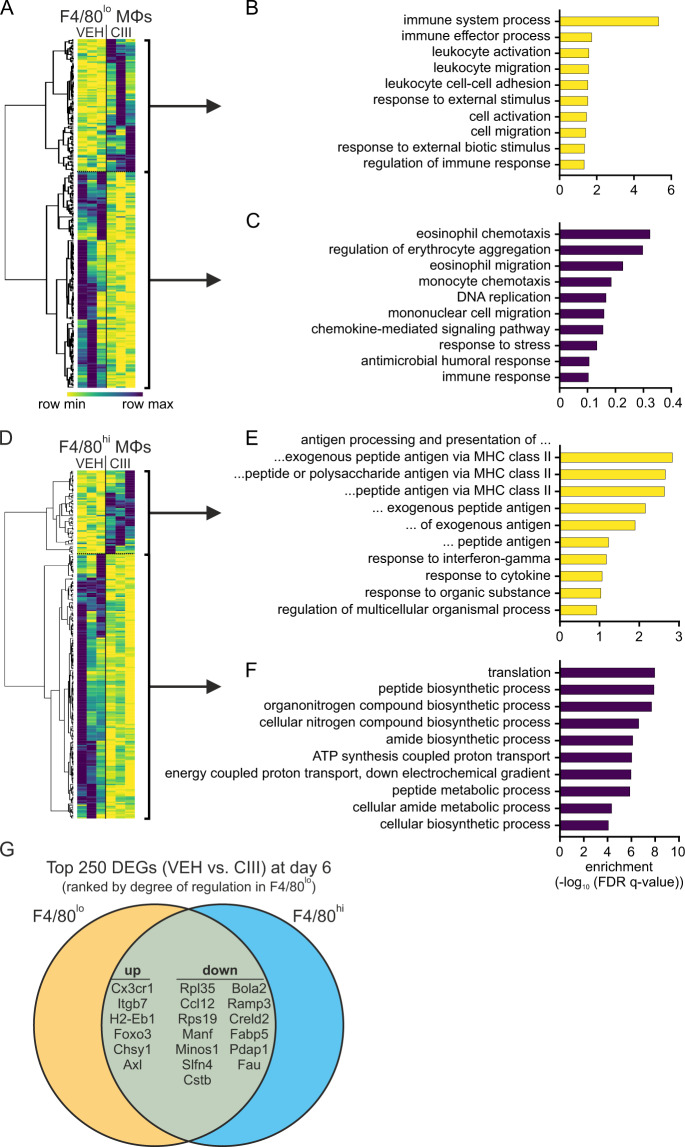
Peritoneal macrophages are activated during resolution of inflammation upon mPGES-1 inhibition. Starting 24 h post i.p. zymosan (5 mg/kg) injection, mice received daily i.p. injections of the mPGES-1 inhibitor compound III (CIII) (25 mg/kg) or the appropriate vehicle control (VEH). F4/80^hi^ and F4/80^lo^ macrophages (Mϕ) were FACS sorted followed by mRNA-seq analysis (*n* = 3). **A**, **D** mRNA expression of the top 250 differentially regulated genes comparing VEH- and CIII-treated mice at day 6 in **A** F4/80^lo^ and **D** F4/80^hi^ Mϕ. Top ten enriched GO terms based on the hierarchical clusters of upregulated (**B**) or downregulated **C** DEGs from F4/80^lo^ Mϕ. Top ten enriched GO terms based on the hierarchical clusters of upregulated (**E**) or downregulated **F** DEGs from F4/80^hi^ Mϕ. **G** Venn diagram of the top 250 DEGs in F4/80^lo^ (orange) and F4/80^hi^ Mϕ (blue). Overlapping DEGs (green) are ranked according to their degree of regulation in F4/80^lo^ Mϕ.

These data imply that inhibition of mPGES-1 activity during resolution of inflammation not only affects inflammatory cell numbers but also their activation profile.

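Whether the response to CIII differed between the subpopulations was tested with limma over all 12 libraries, as the CIII-to-VEH difference in F4/80 lo minus that in F4/80 hi Mϕ. The test did not link F4/80 lo and F4/80 hi libraries of the same treatment and replicate number. These deviated together (correlations from 0.268 to 0.713), so the error of the test may be too large and it can miss a difference. Of the genes tested in both, 0 had an adjusted p under 0.05 (smallest 0.9993), 173 had an unadjusted p under 0.05, and 539 did so with the replicate number as a block. Across all genes tested, 0 of the 23 genes named in the paper's text or in Fig. 2G, 21 of which were tested, reached an adjusted p under 0.05 in either subpopulation. When adjusted over the list alone, 17 of them did in F4/80 lo (smallest adjusted p from limma 0.0376) and 6 in F4/80 hi Mϕ (smallest 0.0473), and 19 in F4/80 hi Mϕ with the replicate number as a block. The study chose these genes on the same libraries, so the counts adjusted over the list alone are not independent evidence. Among the 19 genes of Fig. 2G, the libraries of the treatments did not overlap for 14 genes in F4/80 lo and 6 genes in F4/80 hi Mϕ. The change went the same way in all 3 replicate numbers for 17 and 16 of them. From the GO terms of the top 250 genes of each subpopulation and the 19 shared genes, the paper proposes that inhibition of mPGES-1 alters the activation profile of the Mϕ in addition to their numbers.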

### Inhibition of mPGES-1 enhances the CX3CL1-CX3CR1 axis

Knowing that inhibition of mPGES-1 increases Mϕ numbers during resolution of inflammation, we next asked if the enhanced expression of the well-established myeloid chemokine receptor CX3CR1 might provide a mechanistic explanation. Validation of *Cx3cr1* mRNA kinetics supported a significant increase at day 6 upon CIII-treatment in FACS-sorted F4/80^lo^ (Fig. 3A) and F4/80^hi^ Mϕ (Fig. 3B), although less pronounced in the latter ones. Considering that there is only one known ligand for CX3CR1, namely CX3C motif chemokine ligand 1 (CX3CL1, also known as fractalkine)^29,30^, we determined the concentration of this chemokine in peritoneal lavages. CX3CL1 was absent in naive mice or 1 day after zymosan injection, remained low in VEH-treated animals, but continuously increased in mice that received CIII (Fig. 3C). Thus, limiting mPGES-1-derived PGE_2_ might attenuate the recruitment of Mϕ by interfering with the production of CX3CL1.

**Fig. 3:**
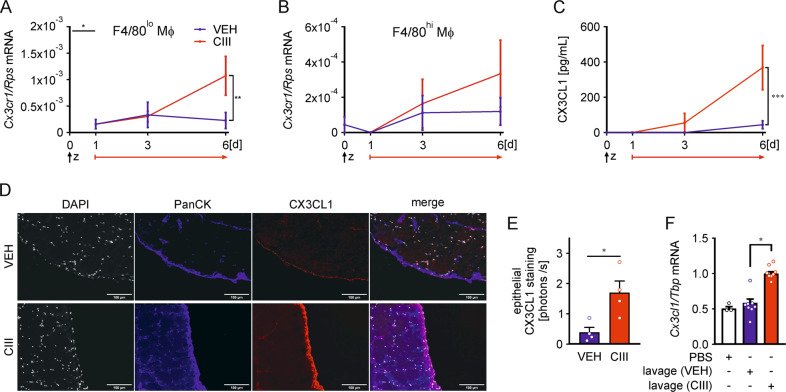
Inhibition of mPGES-1 enhances expression of the CX3CR1/CX3CL1 axis during resolution of inflammation. Starting 24 h post i.p. zymosan (5 mg/kg) injection, mice received daily i.p. injections of the mPGES-1 inhibitor compound III (CIII) (25 mg/kg) or the appropriate vehicle control (VEH). *Cx3cr1* mRNA expression in **A** F4/80^lo^ and **B** F4/80^hi^ macrophages (Mϕ) was analyzed by RT-qPCR analysis. **C** Concentrations of CX3CL1 in the peritoneal lavage were determined by ELISA. **D** Representative pictures of peritoneal membranes from VEH- and CIII-treated animals at day 6 using multiplexed IHC staining for the epithelial marker pan-cytokeratin (PanCK), CX3CL1, and DAPI. **E** Quantification of CX3CL1 staining intensity in PanCK-expressing epithelial cells using the InForm-software. **F** Epithelial E0771 cells were treated with medium supplemented with peritoneal lavages obtained from VEH- or CIII-treated mice at day 6 of the peritonitis model for 4 h. *Cx3cl1* mRNA expression was analyzed by RT-qPCR. Data are represented as means ± SEM (*n* ≥ 4 per group). For statistical analysis within each treatment, t test or one-way ANOVA with Holm–Sidak posthoc test was used for parametric data, otherwise, Kruskal–Wallis test was used. Analysis between the treatments for parametric data was done via two-way ANOVA with Holm–Sidak posthoc test, non-parametric data were log-transformed (*p < 0.05, **p < 0.01, ***p < 0.001).

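Cx3cl1 (ENSMUSG00000031778, chromosome 8 from 94772009 to 94782427) had 0 reads in each of the 12 libraries of F4/80 lo and F4/80 hi Mϕ from VEH- and CIII-treated mice at day 6. A count of 0 allows up to 3 reads, which corresponds to 0.885 per 1000000 reads in the deepest library (VEH replicate 3 of F4/80 lo Mϕ) and to 7.03 per 1000000 reads in the shallowest (CIII replicate 2 of F4/80 lo Mϕ). Expression below these limits was not detectable at this depth.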

Since *Cx3cl1* mRNA was not detectable in any of the Mϕ subpopulations tested in our model, but has been shown as a product of epithelial and endothelial cells^31^, we isolated peritoneal membranes from mice at day 6 following zymosan injection and used multiplexed immunohistochemistry (IHC) to determine the local source of this chemokine. Co-localization of CX3CL1 with the epithelial marker pan-cytokeratin (PanCK) in both, VEH- and CIII-treated conditions supported epithelial production of CX3CL1 (Fig. 3D). Automated quantification using a trainable segmentation algorithm further revealed that mPGES-1 inhibition significantly increased epithelial CX3CL1 expression as compared to VEH-controls (Fig. 3E). To validate mPGES-1-dependent CX3CL1 regulation, we exposed murine epithelial E0771 cells in vitro to medium supplemented with peritoneal lavages obtained from mice at day 6 of the peritonitis model. Medium supplemented with lavage fluid from CIII-treated animals enhanced *Cx3cl1* mRNA expression in epithelial cells, while supplementation with VEH-control lavages left the chemokine expression unaltered relative to the controls (Fig. 3F). Inhibition of mPGES-1 apparently enhanced epithelial expression of CX3CL1, which adds to increase Mϕ numbers in the peritoneal cavity during resolution of zymosan-induced peritonitis.

### CX3CL1 is critical for Mϕ presence in response to mPGES-1 inhibition

CX3CL1 is known for its chemoattractive, pro-adhesive, and pro-survival/proliferating effects on mononuclear phagocytes^32–34^. Therefore, we determined the migration-modulating properties of CX3CL1 by allowing MO to migrate for 4 h in a Boyden chamber transwell assay towards CX3CL1 (100 ng/mL). While MO migrated towards the positive control (20% FCS), they did not migrate towards CX3CL1 (Fig. 4A and Supplementary Fig. 2A). Since *Itgb7* ranged high among the DEGs upregulated at day 6 upon CIII-treatment (Fig. 2G), we addressed changes in Mϕ adhesion to fibronectin (FN) in response to CX3CL1. To this end, differentiated bone marrow-derived macrophages (BMDM) were allowed to adhere to FN-coated surfaces. 

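By absolute log2 fold change, Itgb7 stood at rank 741 of all genes tested in F4/80 lo and at rank 645 in F4/80 hi Mϕ, outside the top 250 of both. By limma's p it stood at rank 13 and at rank 29. Among the 6 upregulated genes of Fig. 2G, Itgb7 had the smallest p in both subpopulations in the fit without the replicate number. Its log2 fold change was the fifth largest in F4/80 lo Mϕ, below Cx3cr1, Axl, Chsy1 and H2-Eb1. With the replicate number as a block, limma gave Cx3cr1 of F4/80 lo Mϕ a smaller unadjusted p (7.80e-05 against 0.000693 for Itgb7). In F4/80 hi Mϕ the blocked p was smaller for H2-Eb1 (0.000263) and Cx3cr1 (0.000302) than for Itgb7 (0.00195). The log2 fold change of Itgb7 stayed between 1.07 and 1.5 in F4/80 lo and between 1.06 and 1.5 in F4/80 hi Mϕ with each library left out.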

After 1 h we observed significantly more adherent BMDM after stimulation with CX3CL1 (100 ng/mL) compared to controls (Fig. 4B and Supplementary Fig. 2B). To assess if CX3CL1 might also affect Mϕ numbers by altering their proliferation or survival, we stained BMDM with carboxyfluorescein succinimidyl ester (CFSE) and determined both cell number as well as the reduction in mean CFSE (as an indicator of proliferation) after 48 h in the presence or absence of CX3CL1 (100 ng/mL). While proliferation was not affected by CX3CL1 (Supplementary Fig. 2C), higher Mϕ numbers were observed in response to CX3CL1 (Fig. 4C). Furthermore, supplementing media with day 6 peritoneal lavages of zymosan- and CIII-treated mice, resulted in higher cell numbers compared to supplementation with lavages from VEH-treated animals (Fig. 4D), while the proliferation rates remained unaltered (Supplementary Fig. 2D). To test if CX3CL1 within the peritoneal lavages might be involved, we depleted CX3CL1 using a neutralizing antibody (nCX3CL1, 2 µg/mL). This approach completely abolished increased cell numbers in response to lavages of CIII-treated animals (Fig. 4D). 

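Bcl2 (ENSMUSG00000057329, chromosome 1 from 106538178 to 106714274) had 36.8 ± 5.19 normalized counts in the VEH and 85.3 ± 23.2 in the CIII libraries of F4/80 hi Mϕ (SD, n = 3 each). The libraries of the treatments did not overlap. The log2 fold change was 1.16 (standard error 0.36, limma p = 0.0101, exact permutation p = 0.1, adjusted p = 0.992 over all genes), and within replicate numbers 1, 2 and 3 it was 0.97, 0.81 and 1.71.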

Corroborating previous reports that CX3CL1 enhances survival by inducing expression of anti-apoptotic Bcl2 (ref. ^34,35^), *Bcl2* expression was elevated in F4/80^hi^ Mϕ upon mPGES-1 inhibition (Supplementary Table 2). These observations further support the notion that elevated CX3CL1 levels in response to mPGES-1 inhibition contributed to increase Mϕ numbers during late-phase resolution, likely by enhancing their adhesion and survival.

**Fig. 4:**
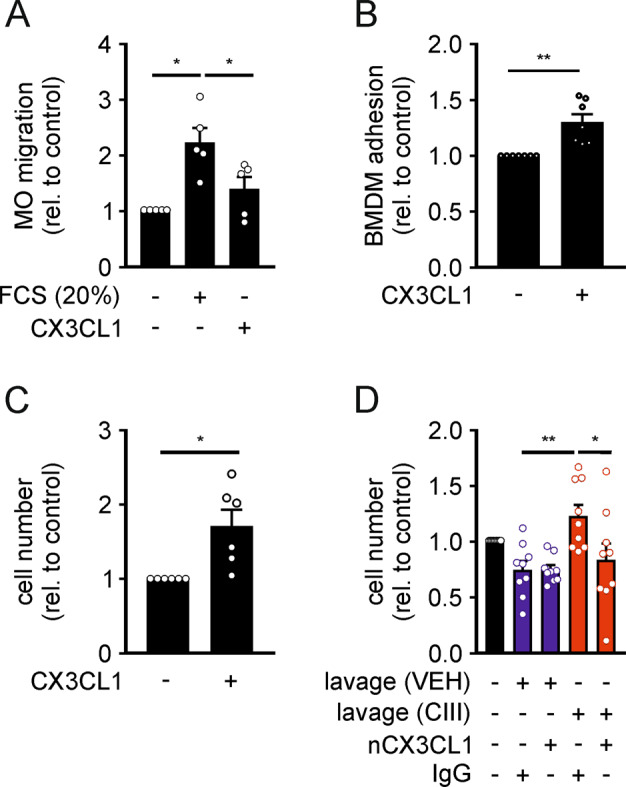
CX3CL1 enhances adhesion and survival of myeloid cells. **A** Murine blood monocytes (MO) were allowed to migrate towards CX3CL1 (100 ng/mL), or medium containing 20% FCS in a Boyden chamber assay for 4 h. The number of MO migrated to the lower compartment was determined by FACS. **B** Bone marrow-derived macrophages (BMDM) were allowed to adhere to fibronectin-coated surfaces in the presence or absence of recombinant CX3CL1 (100 ng/mL). Adhesion was determined after 1 h. **C**, **D** BMDM were grown for 48 h in medium supplemented with **C** recombinant CX3CL1 (100 ng/mL) or **D** peritoneal lavage fluid (1:2) from vehicle control (VEH)- or compound III (CIII)-treated peritonitis mice (day 6) in the presence of either a neutralizing antibody against CX3CL1 (nCX3CL1; 2 µg/mL) or the respective IgG control (IgG) before cell numbers were determined by FACS. Data are presented as means (relative to the respective controls) ± SEM (*n* ≥ 5) and were statistically analyzed using t test or one-way ANOVA with Holm–Sidak posthoc test (*p < 0.05, **p < 0.01).

To gain evidence that this concept contributes to the situation in vivo, we administered a neutralizing CX3CL1 antibody (nCX3CL1, 5 µg/day) or the appropriate IgG control (IgG) antibody in combination with the mPGES-1 inhibitor CIII in the peritonitis model (Fig. 5A). Neutralizing CX3CL1 significantly reduced PMN numbers in the peritoneum (Fig. 5B), pointing to normalization of the resolution process. Eliminating CX3CL1 from the system left MO numbers unaltered (Fig. 5C), supporting the relevance of enhanced adhesion and/or survival of Mϕ, rather than MO recruitment. Neutralizing CX3CL1 predominantly reduced the number of F4/80^lo^ Mϕ, while F4/80^hi^ Mϕ remained largely unaffected (Fig. 5D, E), despite a marked reduction of CX3CL1 levels (Supplementary Fig. 3).

**Fig. 5:**
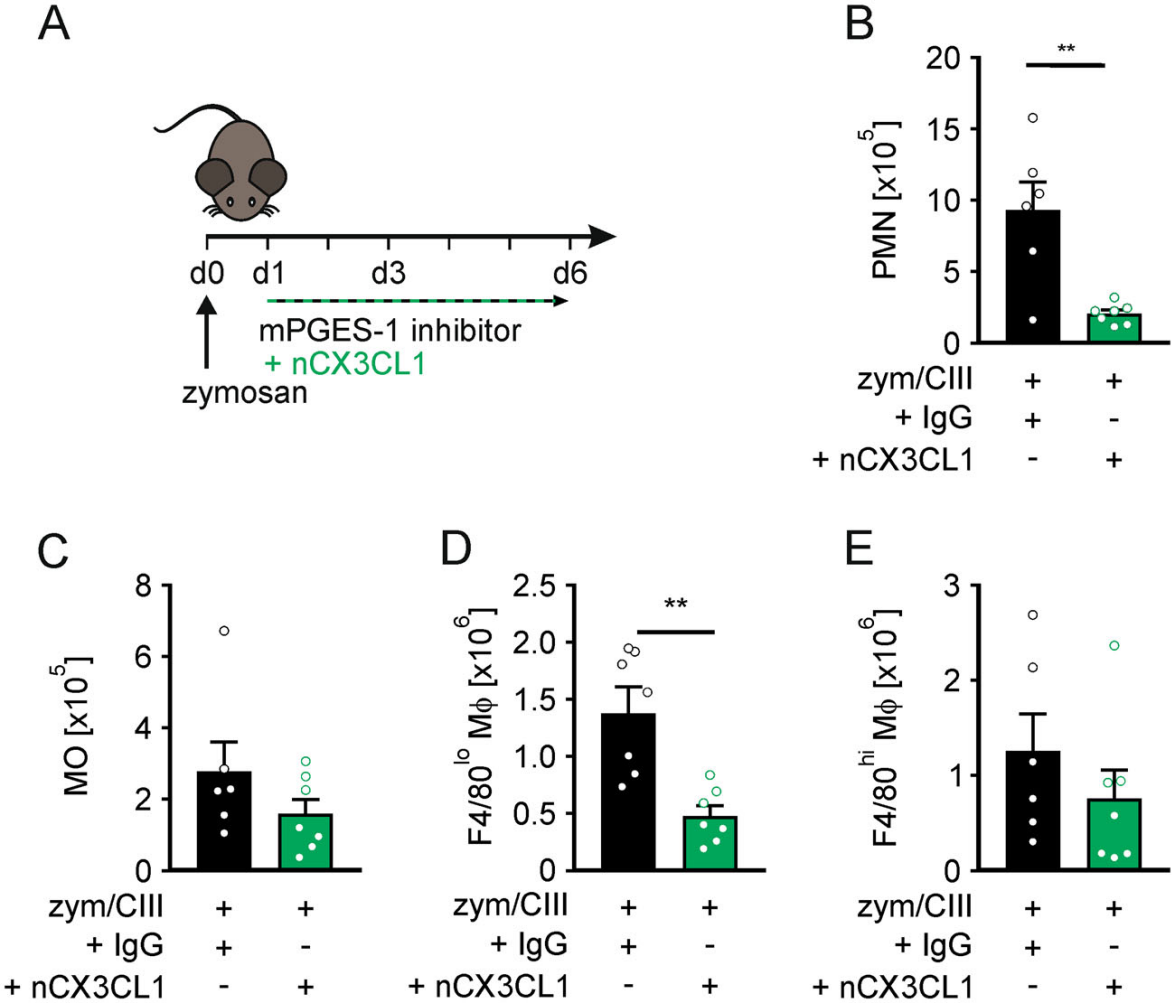
CX3CL1 elevates macrophage numbers during resolution of peritonitis upon mPGES-1 inhibition. **A** Schematic representation of the in vivo CX3CL1-neutralization approach. Starting 24 h post i.p. zymosan (5 mg/kg) injection, mice received daily i.p. injections of the mPGES-1 inhibitor compound III (CIII) (25 mg/kg) in combination with a CX3CL1 neutralizing antibody (nCX3CL1, 5 µg) or the respective IgG control (IgG). Numbers of viable **B** PMNs (CD11b^+^, Ly6G^+^), **C** monocytes (MO; Ly6G^lo^, F4/80^lo^, MerTK^lo^, MHCII^-^), **D** F4/80^lo^ (Ly6G^lo^, F4/80^lo^, MerTK^lo^), and **E** F4/80^hi^ (Ly6G^lo^, F4/80^hi^, MerTK^hi^) macrophages (Mϕ) in the peritoneum at day 6 were analyzed by FACS. Data are presented as means ± SEM (*n* ≥ 6) and were statistically analyzed using t test (**p < 0.01).

Conclusively, mPGES-1 contributes to terminate a zymosan-induced peritonitis by limiting epithelial expression of CX3CL1, thereby reconstituting the cellular composition of the peritoneal cavity.

## Discussion

Inflammation is considered a protective mechanism during host defense. To prevent excessive damage of inflamed tissues it is critical to terminate inflammatory processes for efficient recovery^7,36,37^. One of the hallmarks of inflammation and its resolution is the presence and subsequent removal of neutrophils (PMN) at sites of injury. Our finding that the clearance of PMN was attenuated upon mPGES-1 inhibition is in line with a previous report suggesting that PGE_2_ promotes the removal of PMN from the site of injury^18^. In this model, PGE_2_ induced the production of 12-lipoxygenase (12-LO)-dependent pro-resolving lipid mediators in Mϕ, which then contributed to the reverse migration of PMN. 

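The mouse lipoxygenase genes Alox12 and Alox15 were compared at day 6 in the sequenced F4/80 lo and F4/80 hi Mϕ of VEH- and CIII-treated mice. Alox12 (ENSMUSG00000000320, chromosome 11 from 70241457 to 70255353) had 1 read in VEH replicate 3 of F4/80 lo Mϕ and 0 in the other 11 libraries, which is under the 3 reads that a count of 0 allows. Alox15 (ENSMUSG00000018924, chromosome 11 from 70344152 to 70352031) had 139.6, 95.0 and 9.33 normalized counts in the VEH and 27.7, 466 and 26.5 in the CIII libraries of F4/80 lo Mϕ. Its log2 fold change was 0.47 (standard error 1.12, limma p = 0.684, exact permutation p = 1), and −0.88 without CIII replicate 2. The F4/80 hi Mϕ held Alox15 at 925, 1359 and 28.3 normalized counts in the VEH and 645, 636 and 11.5 in the CIII libraries. Its log2 fold change there was −0.95 (standard error 1.73, limma p = 0.596, exact permutation p = 0.5), −2.70 without VEH replicate 3 and 0.95 without CIII replicate 3. Within replicate numbers 1, 2 and 3 of F4/80 hi Mϕ it was −0.52, −1.09 and −1.23, and the fit with the replicate number as a block gave an unadjusted limma p of 0.00347 and an adjusted p of 0.199. The values of F4/80 lo Mϕ within numbers 1, 2 and 3 were −2.29, 2.28 and 1.41, so there the spread between libraries was larger than the difference between treatments.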

While this observation supports the notion that the pro-inflammatory lipid mediator PGE_2_ bears resolution properties^15–20^, we did not observe altered expression of 12/15-LO in response to mPGES-1 inhibition, arguing against this axis in our model. Instead, elevated PMN numbers correlated with the increased presence of MO and Mϕ during late-stage resolution upon mPGES-1 inhibition, suggesting that the latter rather support PMN infiltration and, thus, hinder the reestablishing of homeostatic conditions. Along the same lines, excess Mϕ numbers at sites of inflammation have been shown to favor fibrosis^38,39^, an established outcome of incomplete resolution of acute inflammation. Interestingly, while CX3CR1-expressing Mϕ appeared to promote fibrosis, Mϕ expressing low levels of CX3CR1 rather contributed to wound healing and tissue repair^27,31,40^. Thus, elevated *Cx3cr1* expression in Mϕ late during inflammation upon mPGES-1 inhibition is in line with reports suggesting that PGE_2_ contributed to alternative Mϕ polarization and wound healing^41^. Accordingly, Cox-2 inhibitors reduced the ability of myofibroblasts to induce alternative activation of Mϕ^42^. Since Cox-2 inhibitors attenuate the production of all prostanoids, we feel confident that the use of a mPGES-1 inhibitor allows delineating the role of PGE_2_ more specifically. While mPGES-1 inhibitors were reported to redirect the PGE_2_ precursor PGH_2_ to other prostanoids in vitro^26,43^, we did not observe such shunting in vivo, in line with other reports^44,45^. Epithelial CX3CL1 expression further corroborates previous reports, demonstrating that CX3CL1 is produced by peritoneal epithelial upon peritoneal dialysis, where it contributed to a fibrotic phenotype^27,46^.

With respect to elevated Mϕ numbers upon mPGES-1 inhibition, we observed enhanced adhesion of BMDM in response to CX3CL1, which corroborates previous findings that CX3CL1 increases leukocyte adhesion^47^. 

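Within replicate numbers 1, 2 and 3, the log2 fold change of Itgb7 between CIII- and VEH-treated mice at day 6 was 1.80, 0.67 and 1.53 in F4/80 lo and 0.40, 1.51 and 1.86 in F4/80 hi Mϕ. The libraries of the treatments did not overlap in either subpopulation. The difference between the responses, F4/80 lo minus F4/80 hi Mϕ, was 0.07 on the log2 scale (standard error 0.50, adjusted p = 0.9993 with limma), below the spread between libraries.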

Interestingly, *integrin β7* (*Itgb7*) expression was upregulated in both F4/80^lo^ infiltrating and F4/80^hi^ resident Mϕ during zymosan-induced peritonitis upon mPGES-1 inhibition, and *Itgb7* expression was previously associated with adhesion of B-cells^48^ and multiple myeloma cells^49^. Thus, elevated Mϕ numbers upon mPGES-1 inhibition might in part be due to enhanced adhesion of Mϕ within the peritoneum.

During the course of acute inflammation, F4/80^hi^ resident Mϕ are usually depleted at the site of injury by emigration and cell death^5,18^. 

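Bcl2 in F4/80 lo Mϕ had 63.0 ± 24.5 normalized counts with VEH and 89.4 ± 18.6 with CIII at day 6 (SD, n = 3 each). The libraries of the treatments overlapped, and the log2 fold change was 0.56 (standard error 0.42, limma p = 0.206, exact permutation p = 0.3), falling to 0.19 without VEH replicate 1. Within each of the 3 replicate numbers Bcl2 was higher with CIII in both subpopulations. The difference between the responses, F4/80 lo minus F4/80 hi Mϕ, was −0.60 (standard error 0.54, adjusted p = 0.9993 with limma), so a difference in the Bcl2 response between the subpopulations was not shown. The test did not link same-numbered libraries across the subpopulations, so it does not exclude a selective response. The log2 fold change in F4/80 hi Mϕ stayed between 0.97 and 1.37 with each library left out.

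**Figure D3:**
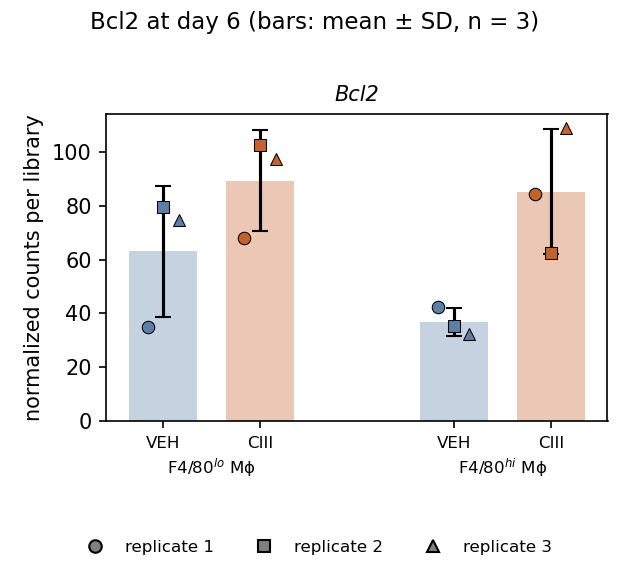
Normalized counts of Bcl2 in the VEH and CIII libraries of F4/80 lo and F4/80 hi Mϕ, which were normalized separately, with a point per library and the mean ± SD (n = 3). With VEH the mean is 63.0 in F4/80 lo and 36.8 in F4/80 hi Mϕ, and with CIII it is 89.4 and 85.3.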

We noticed that inhibition of mPGES-1 effectively prevented depletion of F4/80^hi^ Mϕ, and, in addition to enhanced *Itgb7* expression, we observed upregulation of anti-apoptotic *Bcl2*, selectively in these cells, which confirms previous reports showing that CX3CL1 enhanced *Bcl2* expression and promoted survival of MO and MO-derived Mϕ^34,50^. The observation that the increase in peritoneal myeloid cells upon mPGES-1 inhibition was reversed upon CX3CL1 neutralization further underscores the crucial role of PGE_2_ to limit CX3CL1 signaling for proper resolution of inflammation. While CX3CL1 neutralization completely reversed F4/80^lo^, infiltrating Mϕ numbers, F4/80^hi^ Mϕ were less responsive. Considering that the neutralization approach lowered peritoneal CX3CL1 levels by approximately 50%, these findings may indicate that the CX3CL1-dependent survival increase of F4/80^hi^ Mϕ is activated at lower CX3CL1 levels, while the adhesion phenotype appears to require higher CX3CL1 concentrations.

In conclusion, we provide evidence that mPGES-1-derived PGE_2_ contributes to the resolution of zymosan-induced peritonitis by reducing the expression of epithelial CX3CL1, which allows to reestablishing cellular homeostasis in the peritoneum.

## Material and methods

### Chemicals

All chemicals were purchased from Thermo Fisher Scientific GmbH (Dreieich, Germany), if not indicated otherwise. Primers were ordered from Biomers (Ulm, Germany).

### Peritonitis model

To analyze the course of inflammation in vivo, we used the well-established zymosan-induced peritonitis model in mice^51,52^. Specifically, to induce a transient peritonitis, 8–12 week old female C57BL/6 mice received an i.p. injection of 5 mg/kg body weight zymosan A (Sigma Aldrich, St. Louis, USA). Starting at day 1 after zymosan injection, mice were randomly selected to receive daily i.p. injections of either the mPGES-1 inhibitor compound III (CIII) (25 mg/kg) or the respective vehicle control (1% Tween-80, 0.5% Carboxymethyl cellulose, 0.9% NaCl solution). To neutralize CX3CL1 a CX3CL1 antibody (5 µg/mouse; MAB571, R&D Systems, Minneapolis, USA) was co-injected with CIII. Peritoneal lavages were obtained by flushing the peritoneal cavity with 3 mL phosphate-buffered saline (PBS). Supernatants and cells of the resulting lavages were used for further analyses. Animal experiments followed the guidelines of the Hessian animal care and use committee (approval number: FU/1211).

### FACS sorting

Single-cell suspensions were stained with an antibody mix (Supplementary Table 3) for 20 min at 4 °C in the dark after blocking with FcR blocking reagent (Miltenyi Biotec, Bergisch Gladbach, Germany) in 0.5% bovine serum albumin (BSA) in PBS as previously described^53^. Cells were separated using a FACS ARIA III cell sorter (BD Biosciences, Heidelberg, Germany) to obtain F4/80^lo^ and F4/80^hi^ Mϕ (gating strategy in Supplementary Fig. 1).

### Cells

Bone marrow-derived Mϕ (BMDM) were differentiated with 20 ng/mL macrophage colony‐stimulating factor (M‐CSF), and 20 ng/mL granulocyte‐macrophage colony‐stimulating factor (GM‐CSF) (both Immunotools, Friesoythe, Germany) in Dulbecco’s Modified Eagle’s Medium (DMEM) (containing 10% fetal calf serum (FCS), 100 U/mL penicillin, 100 µg/mL streptomycin). MO was isolated using the EasySep™ Mouse Monocyte Isolation Kit (Stemcell Technologies, Vancouver, Canada) according to the manufacturer’s instructions. E0771 cells were purchased from ATCC-LGC Standards GmbH (Wesel, Germany), maintained in DMEM containing 10% FCS, 100 U/mL penicillin, and 100 µg/mL streptomycin, and routinely tested for mycoplasma.

### Proliferation assay

BMDM were labeled for 20 min with 5 µM carboxyfluorescein succinimidyl ester (CFSE; Biolegend, San Diego, USA) after 2 days of differentiation. BMDM were then treated with CX3CL1 (100 ng/mL) in the presence of M-CSF or GM-CSF (20 ng/mL each), or exposed to full medium supplemented with lavage fluid isolated at day 6 of the peritonitis experiment at a ratio of 2:1. Cell numbers and CFSE staining were analyzed 48 h post stimulation by FACS.

### Adhesion assay

BMDM were labeled for 20 min with 5 µM CFSE after 7 days of differentiation. BMDM were then allowed to adhere to fibronectin-coated plates in serum-free DMEM (100 U/mL penicillin, 100 µg/mL streptomycin) for 1 h. Adhesion was measured as cell density by quantifying CFSE intensity using the Spark plate-reader system (Tecan, Männedorf, Switzerland).

### Migration assay

Monocyte (MO) migration was assessed in a Boyden chamber transwell assay (5 µm, Corning, USA). Briefly, MO was added to the upper well of a Boyden chamber in DMEM containing 1% FCS, and allowed to migrate towards CX3CL1 (100 ng/mL) in the lower compartment for 4 h. Migrated cells were stained for CD45, CD11b, and Ly6G and analyzed by FACS.

### RNA sequencing

Total RNA was isolated from sorted F4/80^lo^ and F4/80^hi^ macrophages (Mϕ) using the RNeasy Micro Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. RNA concentration and integrity were analyzed with the Qubit HS RNA Assay Kit (Thermo Fisher Scientific) and the Agilent 2100 Bioanalyzer using an RNA 6000 Pico Chip (Agilent Technologies, Waldbronn, Germany), respectively. Sequencing libraries were prepared using the QuantSeq 3′ mRNA-Seq Library Prep Kit with the UMI Second Strand Synthesis Module for QuantSeq (Lexogen, Vienna, Austria). Quantity and quality of the cDNA libraries were evaluated by Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific) and Agilent DNA High Sensitivity DNA Chip (Agilent Technologies), respectively. Libraries were sequenced (single end, 75 cycles) using a High Output Kit v2 on a NextSeq 500 sequencer (Illumina, San Diego, USA). Data were analyzed using the Bluebee QuantSeq FWD-UMI Data Analysis Pipeline according to the manual (details see Supplementary Methods). Sequencing data have been deposited under the GEO accession number GSE164364.

### Reverse transcription and quantitative polymerase chain reaction (qPCR)

Total RNA was isolated from sorted cells using the RNeasy Micro kit (Qiagen), followed by amplification and reverse transcription using the MessageBooster kit (Biozym, Hessisch Oldendorf, Germany). qPCR was performed using the PowerUp SYBR Green Mix on Quantstudio PCR Real-Time Systems (Thermo Fisher Scientific) according to the manufacturer’s manual (primers in Supplementary Table 4).

### Prostanoid analysis

Prostanoids were quantified as previously described^54^ (details are given in Supplementary Methods).

### Immunohistochemistry

Peritoneal membranes from mice at day 6 of the peritonitis model were fixed and paraffin embedded. Deparaffinized and rehydrated membrane sections (4 µm) were stained using the Opal staining system according to the manufacturer’s instructions (Perkin Elmer, Waltham, USA) with primary antibodies against CX3CL1 (MAB571, R&D Systems) and pan-cytokeratin (panCK) (ab7753; Abcam, Cambridge, UK). Pictures were acquired with the Vectra Polaris Automated Quantitative Pathology Imaging System featuring MOTiF (Akoya Biosciences, Marlborough, USA). The relative abundance of CX3CL1 expressing cells in the epithelium was scored upon tissue segmentation based on panCK staining with the InForm software (Akoya Biosciences).

### Statistics

Data are presented as means ± SEM of at least three independent experiments. The sample size for each experiment was estimated empirically, according to the exploratory experiments and published literature with similar methodology. Differences were considered significant when *p < 0.05; **p < 0.01; ***p < 0.001; ns = not significant. Normal distribution was assessed using D’Agostino–Pearson test. Statistical analysis was done using Student’s t test, one-way ANOVA with Holm–Sidak posthoc test (parametric data, otherwise Kruskal–Wallis test), or two-way ANOVA with Holm–Sidak posthoc test (parametric data; otherwise data were log-transformed). Data were statistically evaluated with GraphPad Prism 7.0 (GraphPad Software, USA).

## Supplementary information

Supplementary Information

Suppl. Table 1

Suppl. Table 2

## References

[1] Morgenstern DE, Gifford MA, Li LL, Doerschuk CM, Dinauer MC (1997). Absence of respiratory burst in X-linked chronic granulomatous disease mice leads to abnormalities in both host defense and inflammatory response to Aspergillus fumigatus. J. Exp. Med..

[2] Dinauer MC (1993). The respiratory burst oxidase and the molecular genetics of chronic granulomatous disease. Crit. Rev. Clin. Lab. Sci..

[3] Lauber K, Blumenthal SG, Waibel M, Wesselborg S (2004). Clearance of apoptotic cells: getting rid of the corpses. Mol. Cell.

[4] Dalli J (2008). Annexin 1 mediates the rapid anti-inflammatory effects of neutrophil-derived microparticles. Blood.

[5] Gautier EL, Ivanov S, Lesnik P, Randolph GJ (2013). Local apoptosis mediates clearance of macrophages from resolving inflammation in mice. Blood.

[6] Fadok VA (1998). Macrophages that have ingested apoptotic cells in vitro inhibit proinflammatory cytokine production through autocrine/paracrine mechanisms involving TGF-beta, PGE2, and PAF. J. Clin. Invest.

[7] Stables MJ (2011). Transcriptomic analyses of murine resolution-phase macrophages. Blood.

[8] Dean RA (2008). Macrophage-specific metalloelastase (MMP-12) truncates and inactivates ELR+ CXC chemokines and generates CCL2, -7, -8, and -13 antagonists: potential role of the macrophage in terminating polymorphonuclear leukocyte influx. Blood.

[9] Lantz C, Radmanesh B, Liu E, Thorp EB, Lin J (2020). Single-cell RNA sequencing uncovers heterogenous transcriptional signatures in macrophages during efferocytosis. Sci. Rep..

[10] Watanabe S, Alexander M, Misharin AV, Budinger GRS (2019). The role of macrophages in the resolution of inflammation. J. Clin. Invest.

[11] Serhan CN, Savill J (2005). Resolution of inflammation: the beginning programs the end. Nat. Immunol..

[12] Brown SB, Savill J (1999). Phagocytosis triggers macrophage release of Fas ligand and induces apoptosis of bystander leukocytes. J. Immunol..

[13] Newson J (2014). Resolution of acute inflammation bridges the gap between innate and adaptive immunity. Blood.

[14] Kalinski P (2012). Regulation of immune responses by prostaglandin E2. J. Immunol..

[15] Bystrom J (2008). Resolution-phase macrophages possess a unique inflammatory phenotype that is controlled by cAMP. Blood.

[16] Obermajer N, Muthuswamy R, Lesnock J, Edwards RP, Kalinski P (2011). Positive feedback between PGE2 and COX2 redirects the differentiation of human dendritic cells toward stable myeloid-derived suppressor cells. Blood.

[17] Huang SK, Wettlaufer SH, Chung J, Peters-Golden M (2008). Prostaglandin E2 inhibits specific lung fibroblast functions via selective actions of PKA and Epac-1. Am. J. Respir. Cell Mol. Biol..

[18] Loynes CA (2018). PGE2 production at sites of tissue injury promotes an anti-inflammatory neutrophil phenotype and determines the outcome of inflammation resolution in vivo. Sci. Adv..

[19] Newson J (2017). Inflammatory resolution triggers a prolonged phase of immune suppression through COX-1/mPGES-1-derived prostaglandin E2. Cell Rep..

[20] Tchetina EV, Di Battista JA, Zukor DJ, Antoniou J, Poole AR (2007). Prostaglandin PGE2 at very low concentrations suppresses collagen cleavage in cultured human osteoarthritic articular cartilage: this involves a decrease in expression of proinflammatory genes, collagenases and COL10A1, a gene linked to chondrocyte hypertrophy. Arthritis Res. Ther..

[21] Fuentes AV, Pineda MD, Venkata, Nagulapalli KalyanC (2018). Comprehension of top 200 prescribed drugs in the US as a resource for pharmacy teaching, training and practice. Pharmacy.

[22] Blobaum AL, Marnett LJ (2007). Structural and functional basis of cyclooxygenase inhibition. J. Med. Chem..

[23] Park JY, Pillinger MH, Abramson SB (2006). Prostaglandin E2 synthesis and secretion: the role of PGE2 synthases. Clin. Immunol..

[24] Hara S (2017). Prostaglandin terminal synthases as novel therapeutic targets. Proc. Jpn. Acad. Ser. B Phys. Biol. Sci..

[25] Bergqvist F, Morgenstern R, Jakobsson P-J (2020). A review on mPGES-1 inhibitors: From preclinical studies to clinical applications. Prostaglandins Other Lipid Mediat.

[26] Leclerc P (2013). Characterization of a human and murine mPGES-1 inhibitor and comparison to mPGES-1 genetic deletion in mouse models of inflammation. Prostaglandins Other Lipid Mediat.

[27] Chakarov S (2019). Two distinct interstitial macrophage populations coexist across tissues in specific subtissular niches. Science.

[28] Butenko S (2020). Transcriptomic analysis of monocyte-derived non-phagocytic macrophages favors a role in limiting tissue repair and fibrosis. Front. Immunol..

[29] Combadiere C (1998). Identification of CX3CR1. A chemotactic receptor for the human CX3C chemokine fractalkine and a fusion coreceptor for HIV-1. J. Biol. Chem..

[30] Pan Y (1997). Neurotactin, a membrane-anchored chemokine upregulated in brain inflammation. Nature.

[31] Helmke A (2019). CX3CL1-CX3CR1 interaction mediates macrophage-mesothelial cross talk and promotes peritoneal fibrosis. Kidney Int.

[32] Imai T (1997). Identification and molecular characterization of fractalkine receptor CX3CR1, which mediates both leukocyte migration and adhesion. Cell.

[33] Lucas AD (2003). Smooth muscle cells in human atherosclerotic plaques express the fractalkine receptor CX3CR1 and undergo chemotaxis to the CX3C chemokine fractalkine (CX3CL1). Circulation.

[34] Landsman L (2009). CX3CR1 is required for monocyte homeostasis and atherogenesis by promoting cell survival. Blood.

[35] Chandrasekar B (2003). Fractalkine (CX3CL1) stimulated by nuclear factor kappaB (NF-kappaB)-dependent inflammatory signals induces aortic smooth muscle cell proliferation through an autocrine pathway. Biochem. J..

[36] Weiss SJ (1989). Tissue destruction by neutrophils. N. Engl. J. Med..

[37] Schett G, Neurath MF (2018). Resolution of chronic inflammatory disease: universal and tissue-specific concepts. Nat. Commun..

[38] Wynn TA, Vannella KM (2016). Macrophages in tissue repair, regeneration, and fibrosis. Immunity.

[39] Murray LA (2011). TGF-beta driven lung fibrosis is macrophage dependent and blocked by Serum amyloid P. Int. J. Biochem. Cell Biol..

[40] Burgess M, Wicks K, Gardasevic M, Mace KA (2019). Cx3CR1 expression identifies distinct macrophage populations that contribute differentially to inflammation and repair. Immunohorizons.

[41] Zhang S (2018). Prostaglandin E2 hydrogel improves cutaneous wound healing via M2 macrophages polarization. Theranostics.

[42] Fernando MR, Giembycz MA, McKay DM (2016). Bidirectional crosstalk via IL-6, PGE2 and PGD2 between murine myofibroblasts and alternatively activated macrophages enhances anti-inflammatory phenotype in both cells. Br. J. Pharm..

[43] Xu D (2008). MF63 2-(6-chloro-1H-phenanthro9,10-dimidazol-2-yl)-isophthalonitrile, a selective microsomal prostaglandin E synthase-1 inhibitor, relieves pyresis and pain in preclinical models of inflammation. J. Pharm. Exp. Ther..

[44] Martin EM, Jones SL (2017). Inhibition of microsomal prostaglandin E-synthase-1 (mPGES-1) selectively suppresses PGE2 in an in vitro equine inflammation model. Vet. Immunol. Immunopathol..

[45] Cheng Y (2006). Cyclooxygenases, microsomal prostaglandin E synthase-1, and cardiovascular function. J. Clin. Invest.

[46] Ishida Y (2017). Essential involvement of the CX3CL1-CX3CR1 axis in bleomycin-induced pulmonary fibrosis via regulation of fibrocyte and M2 macrophage migration. Sci. Rep..

[47] Fong AM (1998). Fractalkine and CX3CR1 mediate a novel mechanism of leukocyte capture, firm adhesion, and activation under physiologic flow. J. Exp. Med.

[48] Gorfu G (2010). Beta7 integrin deficiency suppresses B cell homing and attenuates chronic ileitis in SAMP1/YitFc mice. J. Immunol..

[49] Neri P (2011). Integrin β7-mediated regulation of multiple myeloma cell adhesion, migration, and invasion. Blood.

[50] Karlmark KR (2010). The fractalkine receptor CX_3_CR1 protects against liver fibrosis by controlling differentiation and survival of infiltrating hepatic monocytes. Hepatology.

[51] Doherty NS (1985). Intraperitoneal injection of zymosan in mice induces pain, inflammation and the synthesis of peptidoleukotrienes and prostaglandin E2. Prostaglandins.

[52] Cash, J. L., White, G. E. & Greaves, D. R. in *Chemokines, Part B* (Elsevier, 2009), pp. 379–396.

[53] Weichand B (2017). S1PR1 on tumor-associated macrophages promotes lymphangiogenesis and metastasis via NLRP3/IL-1β. J. Exp. Med..

[54] Bärnthaler T (2019). Imatinib stimulates prostaglandin E2 and attenuates cytokine release via EP4 receptor activation. J. Allergy Clin. Immunol..

# Supplementary material for: Inhibition of mPGES-1 attenuates efficient resolution of acute inflammation by enhancing CX3CL1 expression
**Source:** Cell Death Dis. 2021 Feb 2;12(2):135. doi: 10.1038/s41419-021-03423-2
**Supplement:** Supplementary file 1 — Supplementary Information

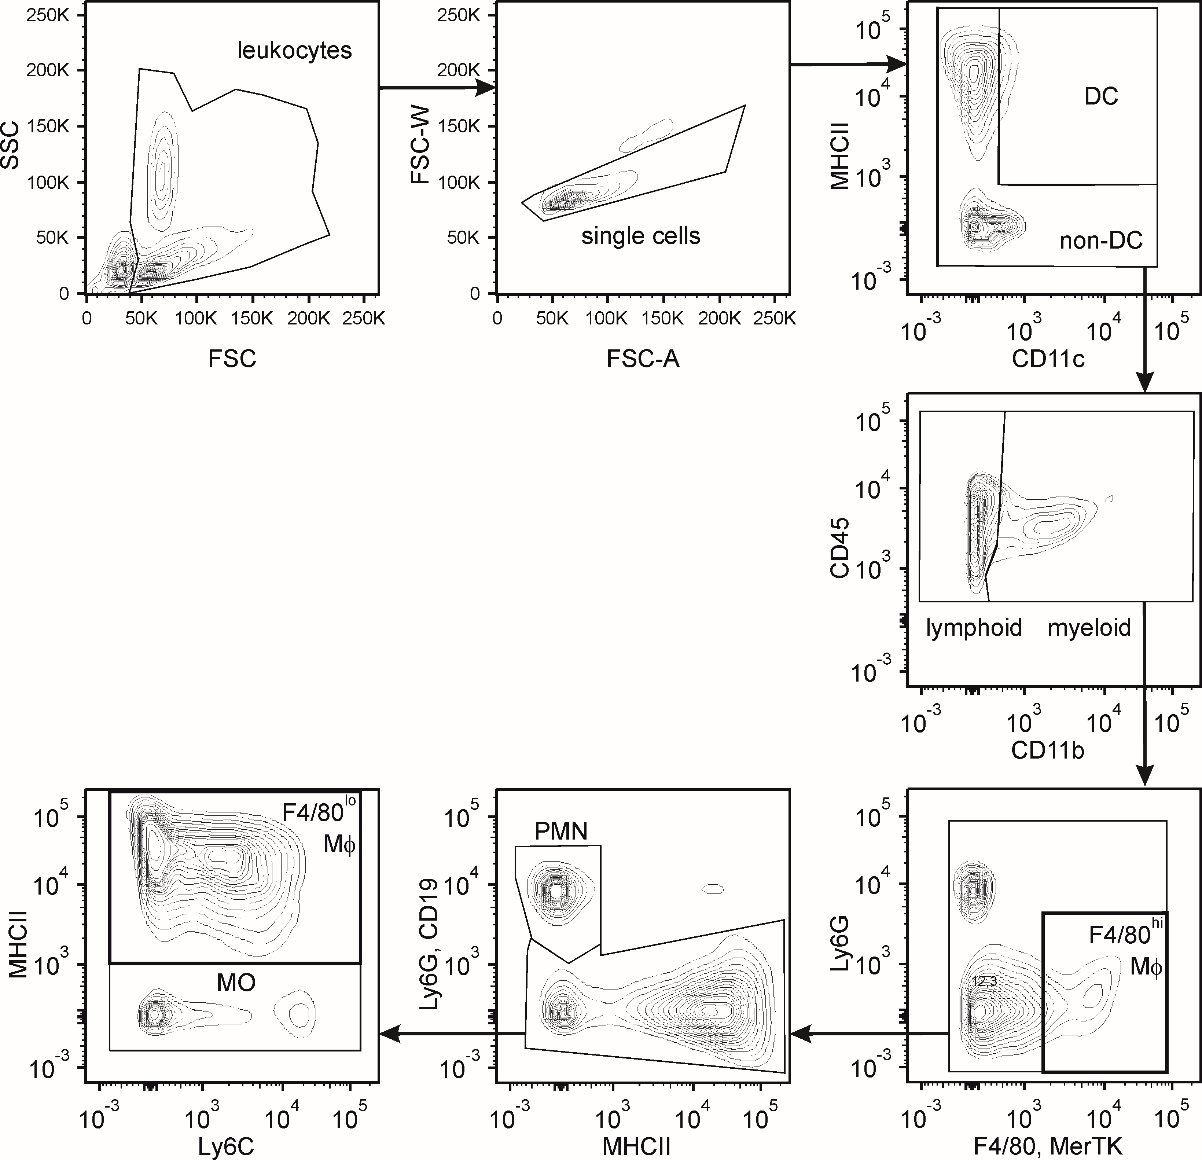
**SUPPLEMENTARY INFORMATION**

**Suppl. Figure 1. Gating strategy of myeloid subpopulations.**

Viable cells and doublets were discriminated by SSC and FSC characteristics. Dendritic cells (DCs) were defined as CD11c^+^, MHCII^+^. CD45^+^ non-DCs were classified as lymphoid (CD45^+^, CD11b^-^) or myeloid (CD45^+^, CD11b^+^) cells. F4/80, MerTK^hi^ cells were defined as F4/80^hi^ macrophages (Mφ) (CD45^+^, CD11b^+^, F4/80, MerTK^hi^). Neutrophils (PMNs) were separated from the remaining cells based on Ly6G expression (CD45^+^, CD11b^+^, F4/80, MerTK^lo^, Ly6G^+^). Within the F4/80, MerTK^lo^, Ly6G^-^ cells, MHCII was used to differentiate F4/80^lo^ Mφ (CD45^+^, CD11b^+^, F4/80, MerTK^lo^, Ly6G^-^, MHCII^+^) from monocytes (MO) (CD45^+^, CD11b^+^, F4/80, MerTK^lo^, Ly6G^-^, MHCII^-^).

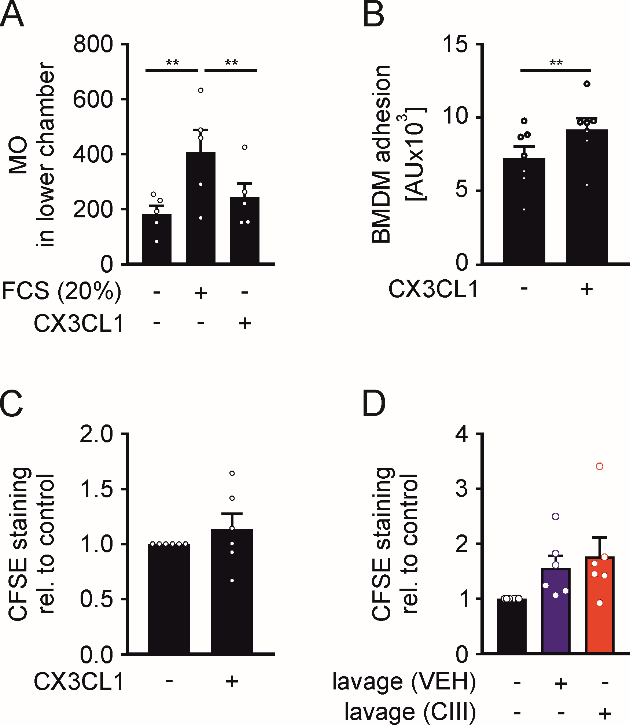

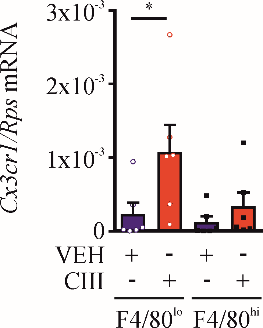

**Suppl. Figure 2. Effect of CX3CL1 on migration, adhesion, and proliferation of myeloid cells.**

**(A)** Murine blood monocytes (MO) were allowed to migrate towards CX3CL1 (100 ng/mL), or medium containing 20% FCS in a Boyden chamber assay for 4 h. The number of MO migrated to the lower compartment was determined by FACS. **(B)** Bone-marrow derived macrophages (BMDM) were stained with carboxyfluorescein succinimidyl ester (CFSE) prior to their adherence to fibronectin-coated surfaces in the presence or absence of recombinant CX3CL1 (100 ng/mL). Adhesion was determined after 1 h by fluorescence measurement after washing. **(C, D)** BMDM were stained with CFSE prior to growing them for 48 h in medium supplemented with **(C)** recombinant CX3CL1 (100 ng/mL) or **(D)** peritoneal lavage fluid (1:2) from vehicle control (VEH)- or compound III (CIII)-treated peritonitis mice (day 6). Proliferation was determined via CFSE intensities by FACS. Data are presented as means ± SEM (n ≥ 5) and were statistically analyzed using t-test or one-way ANOVA with Holm-Sidak posthoc test (**p < 0.01).

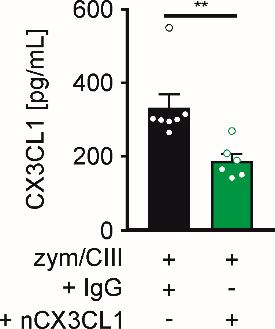

**Suppl. Figure 3. A CX3CL1 neutralizing antibody depletes CX3CL1 in peritonitis.**

Starting 24 h post i.p. zymosan (5 mg/kg) injection, mice received daily i.p. injections of the mPGES-1 inhibitor compound III (CIII) (25 mg/kg) in combination with a CX3CL1 neutralizing antibody (nCX3CL1, 5 µg) or the respective IgG control (IgG). Concentrations of CX3CL1 in the peritoneal lavage were determined by ELISA. Data are presented as means ± SEM (n ≥ 6) and were statistically analyzed using t-test (**p < 0.01).

**Suppl. Table 3: Antibodies used for FACS sorting**

| **Target** | **manufacturer** | **identity** |
| --- | --- | --- |
| Anti-CD11b | Biolegend | Cat# 101257; RRID: AB_2565431 |
| Anti-CD11c | Biolegend | Cat# 117320; RRID: AB_528735 |
| Anti-CD45 | Miltenyi | Cat# 130-102-430; RRID: AB_2751586 |
| Anti-CX3CR1 | Biolegend | Cat# 149025; RRID: AB_2565707 |
| Anti-F4/80 | Biolegend | Cat# 123114; RRID: AB_893478 |
| Anti-HLA-DR (MHCII) | Miltenyi | Cat# 130-102-139; RRID: AB_2660058 |
| Anti-I-A/I-E | Biolegend | Cat# 107614; RRID: AB_313329 |
| Anti-Ly6C | BD Biosciences | Cat# 560525; RRID: AB_1727558 |
| Anti-Ly6C | Biolegend | Cat# 128012; RRID: AB_1659241 |
| Anti-Ly6G | Biolegend | Cat# 127624; RRID: AB_10640819 |
| Anti-MerTK | Invitrogen | Cat# 25-5751; RRID: AB_2573466 |

**Suppl. Table 4: Primers**

| Tata-box binding protein [Tbp] | forward | CTGACCACTGCACCGTTGCCA |
| --- | --- | --- |
|  | reverse | GACTGCAGCAAATCGCTTGGGA |
| Ribosomal protein S6 [RPS] | forward | GAGCGACACTCGGACTTGC |
|  | reverse | GGTATTTCTCGCCATCCACATCT |
| CXC-motif receptor 1 [Cx3cr1] | forward | GAGTATGACGATTCTGCTGAGG |
|  | reverse | CAGACCGAACGTGAAGACGAG |
| CXC-motif ligand 1 [Cx3cl1] | forward | ACGAAATGCGAAATCATGTGC |
|  | reverse | CTGTGTCGTCTCCAGGACAA |

**Supplementary methods**

**RNA seq – bioinformatics analysis.** The Bluebee QuantSeq FWD-UMI Data Analysis Pipeline for Lexogen QuantSeq 3’ sequencing data uses Bbduk from the bbmap suite to trim low quality tails, poly(A) read-through, and adapter contaminations, and identifies and trims UMIs using the umi2index process. Reads were mapped to the Mus musculus reference genome (GRCm38) using the STAR Aligner with modified ENCODE settings followed by UMI collapse to remove PCR duplicates. HTSeq-count is used for gene read counting and differential expression analysis is carried out using the DESeq2 pipeline.

**Prostanoid analysis.** Prostanoid analytics were carried out as previously described (Bärnthaler et al., 2019). Briefly, 200 μL supernatant or plasma was spiked with the isotopically labeled internal standards and extracted using ethyl acetate. The chromatographic separation of the analytes was carried out using a chiral column Lux Amylose-2 (150 x 2 mm inner diameter, 3 μm) coupled to a Synergi Hydro-RP column (150 x 2 mm inner diameter, 4 μm; both from Phenomenex, Aschaffenburg, Germany) under gradient conditions. Water and acetonitrile, both containing 0.1% formic acid, were used as mobile phases and sample run time was 22 min. The MS/MS system consisted of a hybrid triple quadrupole-ion trap mass spectrometer QTrap 5500 (Sciex, Darmstadt, Germany) equipped with a Turbo-V-source operating in the negative electrospray ionisation mode. Analysis was done in the Multiple Reaction Monitoring mode with a dwell time of 50 ms for all analytes. Data were acquired using Analyst Software V 1.6 and quantified with MultiQuant Software V 3.0 (both Sciex), using the internal standard method (isotope dilution mass spectrometry).

**References**

Bärnthaler, T. *et al.* Imatinib stimulates prostaglandin E2 and attenuates cytokine release via EP4 receptor activation. *The Journal of allergy and clinical immunology* **143**, 794-797.e10; 10.1016/j.jaci.2018.09.030 (2019).

How the deposited data were processed for this re-analysis (not part of the article)

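Libraries of mRNA from sorted F4/80 lo and F4/80 hi Mϕ at day 6 of zymosan-induced peritonitis were used, 3 from VEH-treated and 3 from CIII-treated mice for each subpopulation. The paper's text describes no pooling of mice and no pairing of the libraries. The other assays of the study (FACS, RT-qPCR, ELISA, immunohistochemistry and cell culture) were not analysed here.

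The authors made 3′ libraries with unique molecular identifiers and ran the Bluebee QuantSeq FWD-UMI pipeline, which trims reads with Bbduk, maps them to GRCm38 with STAR, collapses UMI duplicates and counts reads per gene with HTSeq-count. DESeq2 was used by the authors for size factors and differential expression. The deposited values are normalized counts, which are whole read counts divided by 1 size factor per library. The size factors of the 2 subpopulations were set separately by the authors. All values of the 12 libraries (100%) were whole multiples of the value of 1 read, and whole reads were recovered from this step. Each table lists 47643 gene identifiers. A gene symbol and GRCm38 coordinates from GENCODE were found for 47224 of them and not for 419. Lines that name no gene were not in the tables. Because the values are not whole counts as deposited, a count test was not the main test.

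Depth ran from 426624 to 3389448 reads on genes per library. A count of 0 allows up to 3 reads, which is between 0.885 and 7.03 per 1000000 reads. These limits cover counting error of the reads only. Weakly expressed genes in the library with 426624 reads are therefore measured with the least precision, and there 1 read is worth 2.28 normalized counts.

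Each subpopulation was tested alone with limma 3.58.1 in R 4.3.3 on the log2 of the normalized count plus a pseudocount of 1. Genes with a mean of at least 3 normalized counts over the 6 libraries entered the test. This minimum follows the weakest genes listed in Supplementary Tables 1 and 2. Tests were two-sided with Benjamini-Hochberg adjustment and a threshold of 0.05. The top 250 genes were ranked by absolute log2 fold change. The paper's supplementary tables are ordered by its own log2 fold changes, which are smaller than these, most of all in weakly expressed genes, and look shrunken toward 0. The log2 fold changes here were not shrunken, so the 2 rankings are not of the same values, and more weakly expressed genes can enter the top 250 here. The difference between the responses of the subpopulations was tested with limma over the 12 libraries, in the 10097 genes tested in both. Genes named singly were those in the paper's text or in Fig. 2G and, in each subpopulation, the 5 genes with the smallest p among those whose treatments did not overlap. Genes named as members of a gene family, of the shared list or of a test were chosen after their values were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

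Gene lists were written by symbol. They were MHC class II, chemokine ligands, ribosomal proteins, mitochondrial respiratory chain and ATP synthase, DNA replication and mitosis, interferon-stimulated genes, markers of neutrophils, B cells, T and NK cells, dendritic cells, eosinophils and mast cells, and mesothelial cells, and genes of resident large peritoneal and of monocyte-derived macrophages, 14 in all. They were tested with camera of limma at a preset inter-gene correlation of 0.01, with adjustment over the 12 lists with at least 3 tested genes. The lists of eosinophil and mast cell markers (1 tested gene in F4/80 lo and 0 in F4/80 hi Mϕ) and of mesothelial markers (0 and 0) were too small to test. The chemokine list and the interferon list share Cxcl10. The list of monocyte-derived macrophage genes includes Cx3cr1 and Itgb7, which the study picked from these libraries, and the list of resident genes includes Alox15. The main design, the gene lists, the rule for named genes, 18 alternatives that were run (the 6 fits that each leave out 1 replicate included) and 3 count tests that were not run were set before the data were examined. A further 5 alternatives were chosen after seeing the data.

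Libraries with the same replicate number deviated together for numbers 2 and 3, and less clearly for number 1. The correlation across genes of the deviations from the treatment means was 0.121, 0.238 and 0.504 for numbers 1, 2 and 3 in F4/80 lo and 0.216, 0.412 and 0.639 in F4/80 hi Mϕ, while libraries with different numbers reached at most 0.171 and 0.285. The pairing is taken from these replicate numbers and deviations alone. For number 1 the correlation lay below the highest between different numbers in both subpopulations, so its pairing was not shown. The blocked fit assumes a pairing for every number. Principal component 1 held 43.2% of the variance in F4/80 lo and 50.6% in F4/80 hi Mϕ and parted number 3 from numbers 1 and 2 in both treatments. The fit with the replicate number as a block, among the 18 alternatives above, allows for such deviations.

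The main design, the replicate block, camera and the difference between responses were tested on simulated data. In each subpopulation 200 genes were changed by 2 on the log2 scale at the observed spread. Over 10496 genes of F4/80 lo Mϕ, 0 of the 200 changed genes reached an adjusted p under 0.05 and 151 an unadjusted p under 0.05, with 1.29% of the unchanged genes. Over 10351 genes of F4/80 hi Mϕ, the numbers were 0, 146 and 1.07%. With the replicate number as a block, 0 and 26 changed genes were recovered, with 0 and 1 false calls. At a smaller simulated spread, the blocked fit recovered 157 of the 200 in F4/80 lo Mϕ over 10617 genes and 160 in F4/80 hi Mϕ over 10425 genes, each with 5 false calls, and the main design 0 in both. A list of 80 genes shifted by −0.5 was found with a camera p of 5.88e-13 and 5.49e-12, and an unshifted list had a p of 0.709 and 0.172. Both lists were random genes with independent noise, so this does not test camera on lists whose genes vary together. In the simulated difference between responses, 0 of 185 changed genes were recovered over 9878 genes, and 107 had an unadjusted p under 0.05. A count of 0 in the main design is thus weak evidence that no gene changed by this amount.

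Alternatives were the pseudocount, the filter on weak genes, rescaling to the same total, quantile normalization, library quality weights, the replicate block, ranking by p, an estimated inter-gene correlation, the rotation test fry, lists restricted to genes with a mean of at least 50 normalized counts, and leaving out each replicate. Those chosen after seeing the data were voom on the recovered reads, replicate numbers 1 and 2 only, removal of a transcript length trend with and without the replicate block, and rescaling without rRNA and mitochondrial genes. The recovered reads tested with voom gave 0 genes at an adjusted p under 0.05 in both subpopulations.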

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

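The tests of transcript length, of the libraries with replicate number 3 and of B cells, and the counts of splits for the interferon, T and NK cell, dendritic cell and monocyte-derived macrophage lists, were chosen only after the result was seen. The results below are gene lists with an adjusted p under 0.05 (camera, over 12 lists) in a subpopulation for which the paper reports no such term, and lists whose response differed between the subpopulations. Of the calls below, 0 held under an estimated inter-gene correlation or under fry. The 6 libraries of a subpopulation can be split into 3 against 3 in 10 ways, so a share of splits below 1 of 10 cannot be reached. In 4 of the 10 splits, the real one included, all 3 replicate pairs are parted, and the other 6 part 1 pair and so follow the replicate numbers.

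MHC class II genes rose in F4/80 lo Mϕ, where the paper reports GO terms of antigen presentation via MHCII for F4/80 hi Mϕ. The paper's gating takes F4/80 lo Mϕ as MHCII+ cells and counts the MHCII- ones as monocytes. MHC class II was thus part of how this fraction was sorted. The paper also names H2-Eb1, a gene of this list, among the genes upregulated in both subpopulations. Of 10 tested genes, 9 were higher with CIII, with a median log2 fold change of 0.79 and an adjusted p of 0.000509 (from 5.42e-07 to 0.528 across the alternatives). The p was 0.180 without VEH replicate 3 and 0.0572 without CIII replicate 1. Within replicate numbers 1, 2 and 3 the medians were 1.08, −0.06 and 1.45. As small a p was given by 2 of the 10 splits and by 2 of the 4 that part all pairs. In replicate numbers 1 and 2 alone the adjusted p was 0.0551, so what the libraries of number 3 contributed cannot be told apart from an effect of CIII. The difference from the response in F4/80 hi Mϕ was −0.70 (adjusted p = 0.487 from camera) and was not shown. An effect of CIII on these genes stays open, untested beyond these libraries.

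Ribosomal protein genes fell in F4/80 lo Mϕ, 67 of 83 lower, with a median of −0.40 and an adjusted p of 8.49e-06 (from 1.44e-13 to 0.528 across the alternatives), as did respiratory chain and ATP synthase genes, 67 of 79 lower, with a median of −0.33 and an adjusted p of 8.28e-05 (from 1.18e-06 to 0.528). Without VEH replicate 1 the p values were 0.309 and 0.131, and without CIII replicate 3 they were 0.118 and 0.0891. Within numbers 1, 2 and 3 the medians were −0.64, −0.36 and −0.18 for the ribosomal protein genes and −0.42, −0.24 and −0.29 for the respiratory chain genes. Splits as extreme as the real one numbered 4 and 3 of the 10, and of the 4 that part all pairs only the real one (1 and 1). The grouping of the libraries cannot be told apart from an effect of CIII here, because 3 libraries per treatment allow too few splits.

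The fall of both lists was larger in F4/80 hi than in F4/80 lo Mϕ, by a test of the difference itself. Of 82 ribosomal protein genes tested in both, 76 had the higher log2 fold change in F4/80 lo Mϕ, with a median difference of 0.77 (camera on the difference between responses, adjusted p = 2.79e-14). Of 78 respiratory chain genes, 68 did, with a median difference of 0.60 (adjusted p = 1.73e-12). With the replicate number as a block the adjusted p values were 7.17e-19 and 5.33e-12. An estimated correlation gave 0.828 and fry 0.928 for both lists. The tables argue against several technical explanations of the fall in F4/80 hi Mϕ. With a transcript length trend removed, with and without the replicate block, the larger adjusted p was 8.76e-29 for the ribosomal protein list and 3.79e-19 for the respiratory chain list. Of 10000 random lists matched on mean expression and transcript length, 0 had a median as low as either list (medians of the random lists −0.16, lowest −0.42 and −0.54), which also argues against an effect of the level of expression at unequal depth. In replicate numbers 1 and 2 alone the adjusted p was 7.50e-19 and 3.70e-12. The medians within numbers 1 and 2 were −1.27 and −0.77 for the ribosomal protein genes and −1.05 and −0.59 for the respiratory chain genes. The libraries of number 3 were thus not the whole cause. Processed pseudogenes fell as well, by a median of at least 0.64 (highest of the 3 replicate numbers −0.64), which argues against reads moving from the ribosomal protein genes to such copies. Of the 10 splits, 1 gave as small a p for the ribosomal protein list and 1 for the respiratory chain list, the real split in both cases. The −log10 of the camera p still reached 25.9 and 23.1 in a regrouping, so the size of these p-values alone decides little. Loss of cytoplasmic RNA in the CIII libraries of F4/80 hi Mϕ stays open. It would raise nuclear RNAs, and the medians of 7 such RNAs within numbers 1, 2 and 3 were 0.10, −0.12 and 0.65, too few genes with too wide a spread to decide (lowest −0.12). For these lists that loss, and a grouping of libraries that fell out this way by chance, cannot be told apart from an effect of CIII that was stronger in F4/80 hi Mϕ. That effect may be a biological one, as a hypothesis found and tested on the same libraries.

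Interferon-stimulated genes were lower with CIII in both subpopulations, which the paper does not report. In F4/80 lo Mϕ 19 of 24 genes were lower, with a median of −0.36 and an adjusted p of 0.00892 (from 9.32e-05 to 0.926). Of 23 genes in F4/80 hi Mϕ, 17 were lower, with a median of −0.38 and an adjusted p of 0.0287 (from 2.13e-06 to 0.768). The medians within numbers 1, 2 and 3 were 0.71, −0.21 and −1.37 in F4/80 lo and 1.26, −0.62 and −1.68 in F4/80 hi Mϕ. Without VEH replicate 3 the p was 0.926 in F4/80 lo, and in F4/80 hi Mϕ the direction reversed with a p of 0.383. In numbers 1 and 2 alone the direction reversed in both (0.808 and 0.262). An effect of CIII common to the 3 replicate numbers was thus not shown, and the fall may rest on the libraries of number 3 (the reversal in numbers 1 and 2 alone). Splits as extreme as the real one numbered 4 of the 10 in F4/80 lo and 7 of the 10 in F4/80 hi Mϕ, and 3 of the 4 that part all pairs in each, so for these lists the grouping of the libraries cannot be told apart from an effect of CIII. Of these genes, 1 (Cxcl10) is also in the chemokine list.

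T and NK cell markers rose in F4/80 lo Mϕ, 4 of 5 tested of 13 listed, with a median of 0.63 and an adjusted p of 0.0417 (from 0.00103 to 0.980). Without CIII replicate 2 the p was 0.980, and with the replicate number as a block it was 0.0753. The medians within numbers 1, 2 and 3 were 0.66, 2.44 and −1.58. The most abundant of them with VEH, Gzma, had 6.53 ± 4.54 normalized counts with VEH and 6.33 ± 10.4 with CIII (SD), and the most abundant with CIII, Trbc2, 3.54 ± 2.10 and 13.1 ± 5.36. RNA from such cells is a candidate explanation that the 5 genes near the limit of 3 reads cannot decide, and the result rests on CIII replicate 2 (0.980 without it). The paper's gating took Mϕ from CD11b+ cells and classed CD11b- cells as lymphoid. Splits with as small a p numbered 4 of the 10, and 3 of the 4 that part all pairs, so the grouping of the libraries stays open too.

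Dendritic cell markers rose in F4/80 lo Mϕ, 8 of 9 tested of 12 listed, with a median of 0.58 and an adjusted p of 0.00583 (from 4.93e-05 to 0.554). Without VEH replicate 3 the p was 0.554. The medians within numbers 1, 2 and 3 were 0.46, 0.40 and 0.89. The most abundant markers, Tcf4 (241 ± 154 normalized counts with VEH and 252 ± 76.8 with CIII, SD) and Cd209a (75.1 ± 65.1 and 43.7 ± 26.6), changed by 0.21 and 0.22 on the log2 scale, while Btla and Cdh1, both among the top 250 genes here, rose by 2.08 and 2.33. The mean count of Cd209a fell while its log2 fold change was positive, so its direction depends on the scale. The paper's gating set CD11c+, MHCII+ cells aside as dendritic cells before Mϕ were taken. More dendritic cells in the sorted fraction would raise the abundant markers too, but the spread of these markers between libraries is too wide to decide. A larger share of such cells may thus stay open beside an effect of CIII, and the result depends on VEH replicate 3 (0.554 without it). Of the 10 splits, 2 gave as small a p, and of the 4 that part all pairs only the real one (1 of 4).

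Genes of monocyte-derived macrophages passed the threshold in F4/80 lo Mϕ with an adjusted p of 0.0417 (from 0.00321 to 0.528) and a median of 0.07, 9 of 16 higher. Without VEH replicate 3 the p was 0.230. The medians within numbers 1, 2 and 3 were 0.63, 0.10 and 0.59. Since the list includes Cx3cr1 and Itgb7, which the study picked from these libraries, it is not independent of the genes of Fig. 2G. As small a p was given by 2 of the 10 splits and by 2 of the 4 that part all pairs, so the grouping of the libraries cannot be told apart from an effect of CIII. No other explanation was tested for this list.

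Chemokine ligand genes were lower in F4/80 hi Mϕ too, 12 of 18, with a median of −0.60 and an adjusted p of 0.0337 (from 0.0111 to 0.386). The p was 0.340 without VEH replicate 3, 0.110 without CIII replicate 2 and 0.0866 without CIII replicate 3, and 0.262 in replicate numbers 1 and 2 alone. Removing a transcript length trend gave 0.0976. The medians within numbers 1, 2 and 3 were −0.22, −0.78 and −1.35. As small a p was given by 2 of the 10 splits and by 2 of the 4 that part all pairs. For this list the grouping of the libraries cannot be told apart from an effect of CIII, because the splits are too few. The difference from F4/80 lo Mϕ was −0.34 (adjusted p = 0.676 from camera) and was not shown.

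B cell markers rose in F4/80 hi Mϕ, all 4 tested of 12 listed, with a median of 1.49 and an adjusted p of 0.0237 (from 0.000685 to 0.376). Without CIII replicate 1 the p was 0.129, and with the replicate number as a block it was 0.0634. The medians within numbers 1, 2 and 3 were 2.95, 2.37 and −0.52. In numbers 1 and 2 alone the adjusted p was 0.000685, which argues against the libraries of number 3 as the whole cause. As small a p was given by 2 of the 10 splits and by 2 of the 4 that part all pairs. The most abundant marker was Bank1, with 55.1 ± 28.4 normalized counts with VEH and 61.8 ± 28.8 with CIII (SD). Ighm had 9.53 ± 15.4 and 17.3 ± 18.9, and Igkc 6.03 ± 5.15 and 15.7 ± 9.52. The gating of the paper took F4/80 hi Mϕ from CD11b+ cells and classed CD11b- cells as lymphoid. RNA from a few B cells in the sorted fraction is a candidate explanation for these low counts. It stays open for the rise within numbers 1 and 2. In the splits, which included the libraries of number 3, 2 of the 4 that part all pairs were as extreme. RNA from B cells thus cannot be told apart from the grouping of the libraries.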

How the results depend on the processing

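The alternatives in replicate numbers 1 and 2 only, with voom on the recovered reads, with a transcript length trend removed and with the total without rRNA and mitochondrial genes were chosen after seeing the data. The planned edgeR quasi-likelihood test with TMM, the DESeq2 Wald test without a prior and DESeq2 with its normal prior were not run, and voom took their place. Where a result changed below, the cause was not tested unless it is given.

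No gene (0) passed the adjusted threshold in F4/80 hi Mϕ, or in the difference between the subpopulations, under any alternative run, while an unadjusted p under 0.05 was reached by 413 and 173 genes in the main design. For F4/80 lo Mϕ library quality weights gave 2 genes and every other alternative 0, beside 289 genes at an unadjusted p under 0.05. That count was 468 without a filter, where more genes are tested, 1228 with library quality weights, 738 with the replicate block, 719 with the replicate block and the length trend removed, and 507 in numbers 1 and 2 only. The counts in F4/80 hi Mϕ were 822, 1187, 1025 and 732 with quality weights, the block, the block and length, and numbers 1 and 2 only. For the difference between the subpopulations it was 352 without a filter, and 497, 539, 437 and 325 under the same alternatives. With each replicate left out it ran from 154 (without VEH replicate 1) to 669 (without VEH replicate 3) in F4/80 lo, from 233 (without VEH replicate 1) to 1037 (without VEH replicate 3) in F4/80 hi Mϕ, and from 88 (without CIII replicate 2) to 227 (without CIII replicate 3) for the difference.

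The upregulated genes among the top 250 of F4/80 lo Mϕ numbered 57, and 130 with quantile normalization, 93 with library quality weights, 99 when ranked by p and 106 with voom, and from 40 to 92 with each replicate left out (without CIII replicate 3 and without CIII replicate 2). Those of F4/80 hi Mϕ numbered 123, and 68 when ranked by p, 87 with quantile normalization, 89 with a pseudocount of 5 and 150 when rescaled to the same total, and from 105 to 159 with each replicate left out. The share that was upregulated thus depends on the ranking and on the scaling. Shared genes numbered 16, and 30 with a pseudocount of 5, 10 without a filter and 7 in numbers 1 and 2 only, and from 13 (without CIII replicate 3) to 33 (without CIII replicate 2) with each replicate left out. The correlation between the subpopulations ran from 0.158 (without CIII replicate 3) to 0.442 (without VEH replicate 3) across those fits.

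With the inter-gene correlation estimated from the data the adjusted p values were 0.438 for the MHC class II and chemokine lists and 0.490 for the ribosomal protein and respiratory chain lists of F4/80 lo Mϕ. They were, for F4/80 hi Mϕ, 0.408 for the MHC class II list and 0.281 for the other 3 lists. With fry they were 0.528, 0.212, 0.528 and 0.528 in F4/80 lo and 0.410, 0.386, 0.287 and 0.287 in F4/80 hi Mϕ, in the order MHC class II, chemokine, ribosomal protein and respiratory chain. These methods allow for correlated genes, which the preset correlation of 0.01 does to a small extent. Of the other gene lists, 7 passed the threshold in the main design, 3 with a mean of at least 10, where fewer genes are tested, 4 with voom, 4 with the replicate block and the length trend removed, 0 with an estimated correlation, 0 with fry, and from 3 (without CIII replicate 2) to 5 (without VEH replicate 3) with each replicate left out.

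The chemokine list of F4/80 hi Mϕ lost the threshold without a filter (0.142), with library quality weights (0.265), in numbers 1 and 2 only (0.262), with the length trend removed (0.0976) and with the replicate block and the length trend removed (0.0983). In F4/80 lo Mϕ the MHC class II and the chemokine list lost it in numbers 1 and 2 only (0.0551 for each), where fewer libraries enter. The ribosomal protein, respiratory chain and MHC class II lists of F4/80 hi Mϕ kept their direction and the threshold in every alternative run for them other than the estimated correlation and fry. The restriction to genes with a mean of at least 50 was run for the ribosomal protein and respiratory chain lists alone. The replicate block changed the counts above, the T and NK cell list of F4/80 lo Mϕ (0.0753), the B cell list of F4/80 hi Mϕ (0.0634) and the count of named genes adjusted over the list alone in F4/80 hi Mϕ (6 to 19). It also moved the genes of Fig. 2G at an unadjusted p under 0.05 from 17 to 18 in F4/80 lo and from 11 to 17 in F4/80 hi Mϕ, and the unadjusted p of Alox15 in F4/80 hi Mϕ from 0.596 to 0.00347 (adjusted p = 0.199 from limma).

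Across the 6 fits that each left out 1 replicate, the adjusted p ran from 2.26e-05 to 0.180 (without VEH replicate 3) for the MHC class II, from 0.000453 to 0.0643 (without VEH replicate 2) for the chemokine, from 1.44e-13 to 0.309 (without VEH replicate 1) for the ribosomal protein and from 1.18e-06 to 0.131 (without VEH replicate 1) for the respiratory chain list of F4/80 lo Mϕ. For F4/80 hi Mϕ the ranges were 4.92e-10 to 0.0405, 0.0111 to 0.340 (without VEH replicate 3), 1.60e-40 to 1.28e-20 and 1.86e-32 to 5.96e-16 for the same lists.

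Some lists and genes reversed their direction. The B cell list of F4/80 lo Mϕ, median −0.44 in the main design, reversed with a pseudocount of 5 (0.908), a mean of at least 10 (0.794), no filter (0.249), library quality weights (0.462), voom (0.373) and numbers 1 and 2 only (0.886), and its adjusted p ran from 0.0202 to 0.554 with each replicate left out, reversed without VEH replicate 1, CIII replicate 2 or CIII replicate 3. The resident list reversed with quantile normalization in F4/80 hi Mϕ (0.979), with library quality weights (0.173) and numbers 1 and 2 only (0.808) in F4/80 lo Mϕ, and in single leave-outs, where its p ran from 0.0147 to 0.896 in F4/80 lo (reversed without VEH replicate 3 or CIII replicate 2) and from 0.000339 to 0.347 in F4/80 hi Mϕ (reversed without VEH replicate 1, VEH replicate 2 or CIII replicate 3). The interferon list reversed with library quality weights (0.177 in F4/80 lo and 0.768 in F4/80 hi Mϕ), in numbers 1 and 2 only (0.808 and 0.262), and in F4/80 hi Mϕ without VEH replicate 3, with a range from 2.13e-06 to 0.383 over the leave-outs. The neutrophil list of F4/80 hi Mϕ reversed in numbers 1 and 2 only (0.926) and without CIII replicate 3 (range 0.129 to 0.809), its T and NK cell list in numbers 1 and 2 only (0.507) and without VEH replicate 3 (range 0.00771 to 0.768), and its DNA replication list without VEH replicate 1, VEH replicate 2 or CIII replicate 3 (range 4.04e-06 to 0.348).

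The log2 fold change of Alox15 in F4/80 lo Mϕ reversed to −1.41 with library quality weights and to −0.0060 in numbers 1 and 2 only, and ran from −0.88 (without CIII replicate 2) to 1.19 (without VEH replicate 1) with each replicate left out. Its value in F4/80 hi Mϕ ran from −2.70 (without VEH replicate 3) to 0.95 (without CIII replicate 3). Fabp5 in F4/80 hi Mϕ ran from −1.67 (without VEH replicate 3) to 0.053 (without VEH replicate 1). Atp5k in F4/80 lo Mϕ reversed to 0.077 in numbers 1 and 2 only and ran from −0.71 to 0.20 (without CIII replicate 3). Ccl2 (0.19) and Pfn1 (0.17) of F4/80 hi Mϕ reversed in numbers 1 and 2 only, and Pfn1 ran from −2.16 to 1.10 (without CIII replicate 3). Among 1030 comparisons of the remaining lists and of single genes under the alternatives other than leave-outs, 62 changed, of which 32 were weaker, 10 stronger and 20 reversed, the reversals above included.

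Depth limits the weak genes. The shallowest library (CIII replicate 2 of F4/80 lo Mϕ) held 426624 reads and the deepest (VEH replicate 3 of F4/80 lo Mϕ) 3389448. More than a few genes of both top lists lie where counting error is large, 149 of 250 in F4/80 lo and 136 of 250 in F4/80 hi Mϕ having a mean under 10 normalized counts. The simulated changes of 2 on the log2 scale were not recovered at an adjusted p under 0.05 in the main design (0 of 200), so the counts of 0 above do not show that no gene changed.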

Differences from the paper's values

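The alternatives called added here were chosen after seeing the values, and no test in this part was chosen to approach the paper. The paper's errors are standard errors of its log2 fold change. Both sets of values are on the log2 scale. Over the 250 genes of each supplementary table, the paper's values and these had the same sign in all 250 of F4/80 lo and all 250 of F4/80 hi Mϕ, with a correlation of 0.950 and 0.963 and a slope of 0.511 and 0.627 for the paper's values on these, so a single change of log base does not relate them. The paper's value was the smaller in 246 and in all 250, and the median ratio to the value here was 0.384 and 0.522 in the 25% of these genes with the lowest mean count and 0.777 and 0.832 in the 25% with the highest. The paper's values thus look shrunken toward 0. Its supplementary methods name DESeq2 for the differential expression and not whether its fold changes were shrunken, and its top 250 and the top 250 here rank different values. Of the paper's 250 genes, 98 in F4/80 lo and 82 in F4/80 hi Mϕ were among the top 250 here, and 172 and 166 when ranked by p and 165 and 168 with a pseudocount of 5 (from 73 to 111 and from 51 to 117 in the other alternatives set before the data were examined).

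The paper's count of upregulated genes among the top 250 of F4/80 lo Mϕ is 95, and here it was 57. Of the 15 alternatives set before the data were examined, 9 were within 1.5 times of the paper's count (a pseudocount of 5, a mean of at least 10, the same total, quantile normalization, library quality weights, ranking by p, and without VEH replicate 1, VEH replicate 3 or CIII replicate 2), and the other 6 were not (a pseudocount of 0.5, no filter, the replicate block, and without VEH replicate 2, CIII replicate 1 or CIII replicate 3). The added alternatives voom (106) and numbers 1 and 2 only (67), chosen after seeing the values, also were. For F4/80 hi Mϕ the paper's count is 60, and here it was 123. A pseudocount of 5, quantile normalization and ranking by p (68) were within 1.5 times of it, and the other 12 alternatives set before the data were examined and the added ones were not.

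The paper's supplementary table of F4/80 lo Mϕ gives 1 gene with an adjusted p under 0.05, Ffar2 (the paper's adjusted p = 0.00591), and here 0 genes had one in limma's test, beside 289 genes at an unadjusted p under 0.05. None of the 14 alternatives set before the data were examined gave 1 gene. With library quality weights limma gave 2 genes, Ffar2 (adjusted p = 0.0239, and at least 0.302 in the other alternatives) and Card9 (adjusted p = 0.0280, and at least 0.472 in the others).

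For log2 fold changes, 14 alternatives set before the data were examined were compared, and those not named did not close the difference. A difference is called closed when the values lie within the larger of their standard errors, so an alternative can close it by a wider error alone. Axl of F4/80 lo Mϕ was 1.47 against the paper's 0.87. The difference closed with a pseudocount of 5, a mean of at least 10, quantile normalization, library quality weights, and without VEH replicate 1, VEH replicate 3, CIII replicate 2 or CIII replicate 3, and with the added alternatives without the length trend (1.47) and with the total without rRNA and mitochondrial genes (1.43), chosen after seeing the values. Ccl12 was −3.25 against the paper's −1.27, which closed with a pseudocount of 5, library quality weights and without VEH replicate 3, and with numbers 1 and 2 only (−2.16), chosen after seeing the values. Manf was −1.46 against the paper's −0.93, which closed with a pseudocount of 5, the same total, library quality weights and without VEH replicate 2, VEH replicate 3 or CIII replicate 2, and with voom (−1.26), the length trend removed (−1.37) and the block with the length trend removed (−1.37), chosen after seeing the values. Slfn4 was −1.71 against the paper's −0.91, which closed without VEH replicate 3, CIII replicate 1 or CIII replicate 3, and with numbers 1 and 2 only (−1.06), chosen after seeing the values.

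Also in F4/80 lo Mϕ, Lrg1 was 2.36 against the paper's 1.73, which closed with a pseudocount of 5 and without VEH replicate 2, CIII replicate 1 or CIII replicate 3, and with numbers 1 and 2 only (2.13), chosen after seeing the values. Ffar2 was 3.34 against the paper's 2.21, which closed with a pseudocount of 5 and without CIII replicate 1 and with no added alternative. Ccl2 was −2.12 against the paper's −1.59, which closed with a pseudocount of 5, library quality weights and without VEH replicate 2, VEH replicate 3 or CIII replicate 3, and with numbers 1 and 2 only (−1.77), chosen after seeing the values. Card9 was −1.94 against the paper's −1.39, which closed with a pseudocount of 5 and without VEH replicate 1, VEH replicate 2, CIII replicate 1 or CIII replicate 3, and with numbers 1 and 2 only (−1.79), chosen after seeing the values. Cx3cr1 of F4/80 hi Mϕ was 1.71 against the paper's 0.93, which closed with a pseudocount of 5 and without VEH replicate 1, VEH replicate 2 or CIII replicate 3, and with the length trend removed (1.54), chosen after seeing the values. Slfn4 was −1.81 against the paper's −1.04, which closed with a pseudocount of 5, a mean of at least 10, the same total, quantile normalization and without VEH replicate 2, CIII replicate 1 or CIII replicate 3, and with numbers 1 and 2 only (−1.52) and the total without rRNA and mitochondrial genes (−1.77), chosen after seeing the values.

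Fig. 2G ranks Itgb7 second among the upregulated shared genes of F4/80 lo Mϕ and gives Rpl35 the largest fall. Here the order of the 6 was Cx3cr1 (1.49), Axl (1.47), Chsy1 (1.36), H2-Eb1 (1.34), Itgb7 (1.33) and Foxo3 (1.16), and Ccl12 fell more than Rpl35 (−3.25 against −2.03). The paper lists these 19 genes as shared by both top lists, and here 3 of them were in the top 250 of F4/80 lo and 4 in that of F4/80 hi Mϕ, with 1 in both. Ranking by p placed 17 and 8 of them there, with 8 in both, a pseudocount of 5 placed 11 and 13, with 9 in both, and a mean of at least 10 placed 7 and 9, with 4 in both, while the other alternatives placed at most 2 in both. The paper describes the rise of Bcl2 as selective for F4/80 hi Mϕ. Here the difference between the responses was −0.60 (standard error 0.54, adjusted p = 0.9993 with limma) and was not shown. That test did not link same-numbered libraries across the subpopulations and does not exclude a selective rise.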

Other observations

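The tests of replicate number 3 and of B cells, the pairs of splits that part all replicate pairs and the count of splits for the neutrophil list in this part were chosen only after the result was seen.

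The libraries with replicate number 3 stood apart in both treatments and both subpopulations. Between number 3 and the mean of numbers 1 and 2, 1171 of 10718 genes differed by more than 2 on the log2 scale with VEH and 978 with CIII in F4/80 lo Mϕ, and 1530 and 836 of 10499 genes in F4/80 hi Mϕ. Mitochondrial rRNA took 7.87% and 5.06% of the reads of number 3 in F4/80 lo and 10.7% and 9.03% in F4/80 hi Mϕ (VEH and CIII). Malat1 was higher in number 3 by 1.82, 1.41, 3.61 and 2.03 on the log2 scale. Loss of cytoplasmic RNA from these libraries would raise nuclear RNAs. The medians of 7 such RNAs were 0.30, 0.30, 0.07 and −0.032, with members going both ways, and so do not decide. Such a loss, a batch of mice or a batch of libraries may each be the source, and the labels and the paper's text name no batch for the replicate number.

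The same-numbered libraries of the 2 subpopulations also deviated together, with correlations across genes from 0.268 to 0.713 over the 6 treatment and number combinations. Changes shared by F4/80 lo and F4/80 hi Mϕ are therefore not independent of each other. Of the 10 splits made alike in both subpopulations, 8 gave at least as many shared genes as the real one, and 8 gave as high a correlation of log2 fold changes. Of the 4 splits that part all pairs, 3 and 2 did. The overlap of the lists was thus no larger than regrouping the libraries gives.

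For the counts of genes at an unadjusted p under 0.05, 5 of the 10 splits gave as many in F4/80 lo and 5 of the 10 in F4/80 hi Mϕ. The other splits with as many part 1 pair and follow the replicate numbers. Of the 4 splits that part all pairs, only the real one (1 of 4) gave as many in each subpopulation. For the difference between the responses, 83 of 100 drawn pairs of splits gave as many genes, among them pairs that follow the replicate numbers. Of the 32 pairs of splits that part all replicate pairs in both subpopulations, 17 gave as many genes, and 13 of the 32 with the replicate number as a block.

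The chemokine list of F4/80 lo Mϕ was as extreme in 1 of the 10 splits, the real one. In replicate numbers 1 and 2 alone its adjusted p was 0.0551, so the contribution of the libraries of number 3 cannot be told apart from an effect of CIII in the fewer libraries left. The DNA replication and mitosis list of F4/80 lo Mϕ, a list the paper does not discuss, was as extreme in 4 of the 10 splits and in 2 of the 4 that part all pairs. Its adjusted p in numbers 1 and 2 alone was 6.75e-11, which argues against the libraries of number 3 as the cause of the fall, since the list rose within number 3. For F4/80 hi Mϕ its median was −0.08 (adjusted p = 0.769), and 0.0148 when rescaled to the same total, and the difference between the subpopulations was −0.70 (adjusted p = 0.187 from camera).

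A rise of MHC class II genes in F4/80 hi Mϕ can come from a change within these cells or from other cells in the sorted fraction. As small a p was given by 3 of the 10 splits, and by 1 of the 4 that part all pairs, the real one. In replicate numbers 1 and 2 alone the adjusted p was 0.00370, which argues against the libraries of number 3 as the whole cause. More B cells would bring their abundant immunoglobulin transcripts. Within numbers 1, 2 and 3, Ighm and Igkc together gained 1.65%, 4.25% and −0.26% of the normalized counts that the MHC class II genes gained, which argues against B cells as the source. More F4/80 lo cells in the fraction would raise other genes that stand as far above F4/80 hi Mϕ in VEH-treated mice. The choice of such genes compares levels between subpopulations that were normalized separately, which may affect it. In number 2, 19 such genes rose by a median of 1.43 while the MHC class II genes rose by 0.71, and 14 of the 19 rose at least as far (difference 0.71). In number 1, 16 such genes rose by 0.82 against 1.90, with 3 rising as far, and in number 3, 14 such genes rose by 0.23 against 2.21, with 0 rising as far. Since the replicate numbers differ in this, more F4/80 lo cells cannot be told apart from a change within F4/80 hi Mϕ for the rise in number 2, and an effect of CIII on F4/80 hi Mϕ may account for the rest only as a hypothesis.

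The remaining lists did not pass the threshold in the main design, but some did in an alternative. Neutrophil markers of F4/80 lo Mϕ had a median of −0.95 (adjusted p = 0.0541, 4 of 5 lower). Their adjusted p ran from 0.0102 with library quality weights to 0.438 with an estimated correlation, and was 0.0499 with a pseudocount of 5, 0.0456 when rescaled to the same total, 0.0282 without VEH replicate 3, 0.0475 without CIII replicate 2 and 0.0382 in numbers 1 and 2 alone. Of the 10 splits only the real one (1 of 10) gave as small a p, and with the replicate number as a block 2 of the 4 that part all pairs did. In F4/80 hi Mϕ the median was −0.09 (0.348). B cell markers of F4/80 lo Mϕ had a median of −0.44 (0.784, 4 of 5 lower), and an adjusted p from 0.0202 (without CIII replicate 1) to 0.952 across the alternatives. T and NK cell markers of F4/80 hi Mϕ had a median of −0.33 (0.111), and an adjusted p of 0.0418 with quantile normalization and of 0.00771 without VEH replicate 2 (highest 0.768). Dendritic cell markers of F4/80 hi Mϕ had a median of 0.78 (0.200, 2 of 3 higher). Genes of resident large peritoneal macrophages had medians of 0.23 (0.202, 9 of 14 higher) in F4/80 lo and −0.12 (0.788, 6 of 15 higher, reversed with quantile normalization) in F4/80 hi Mϕ. They passed higher in F4/80 lo Mϕ without VEH replicate 1 (0.0147, highest 0.896), and lower in F4/80 hi Mϕ without VEH replicate 3 (0.000339, highest 0.981) and in numbers 1 and 2 alone (0.0204). Those of monocyte-derived macrophages in F4/80 hi Mϕ had a median of 0.16 (0.460, 7 of 14 higher), and an adjusted p from 0.0338 (in numbers 1 and 2 alone) to 0.959. The DNA replication and mitosis list of F4/80 hi Mϕ passed lower without VEH replicate 3 (4.04e-06, highest 0.981) and in numbers 1 and 2 alone (0.000685).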
